# PERK Signaling Controls Myoblast Differentiation by Regulating MicroRNA Networks

**DOI:** 10.3389/fcell.2021.670435

**Published:** 2021-05-28

**Authors:** Ye-Ya Tan, Yin Zhang, Bin Li, Yang-Wen Ou, Shu-Juan Xie, Pei-Pei Chen, Shi-Qiang Mei, Qiao-Juan Huang, Ling-Ling Zheng, Liang-Hu Qu

**Keywords:** myoblasts, differentiation, PERK signaling, microRNA network, C2C12 (mouse skeletal myoblasts)

## Abstract

The unfolded protein response (UPR) plays important roles in various cells that have a high demand for protein folding, which are involved in the process of cell differentiation and development. Here, we separately knocked down the three sensors of the UPR in myoblasts and found that PERK knockdown led to a marked transformation in myoblasts from a fusiform to a rounded morphology, which suggests that PERK is required for early myoblast differentiation. Interestingly, knocking down PERK induced reprogramming of C2C12 myoblasts into stem-like cells by altering the miRNA networks associated with differentiation and stemness maintenance, and the PERK-ATF4 signaling pathway transactivated muscle differentiation-associated miRNAs in the early stage of myoblast differentiation. Furthermore, we identified Ppp1cc as a direct target gene of miR-128 regulated by the PERK signaling pathway and showed that its repression is critical for a feedback loop that regulates the activity of UPR-associated signaling pathways, leading to cell migration, cell fusion, endoplasmic reticulum expansion, and myotube formation during myoblast differentiation. Subsequently, we found that the RNA-binding protein ARPP21, encoded by the host gene of miR-128-2, antagonized miR-128 activity by competing with it to bind to the 3′ untranslated region (UTR) of Ppp1cc to maintain the balance of the differentiation state. Together, these results reveal the crucial role of PERK signaling in myoblast maintenance and differentiation and identify the mechanism underlying the role of UPR signaling as a major regulator of miRNA networks during early differentiation of myoblasts.

## Introduction

The unfolded protein response (UPR) is an evolutionarily conserved signaling pathway that responds to perturbations in endoplasmic reticulum (ER) homeostasis. The UPR plays crucial roles in physiological and pathological processes that have high requirements for protein folding when certain cell types are subjected to internal or external stress or even under normal development conditions (Hetz et al., 2020). The UPR is known to be mediated by three ER transmembrane sensors, each of which plays an important role in normal development: the RNA-dependent protein kinase-like ER eukaryotic translation initiation factor 2 alpha kinase (PERK), inositol-requiring enzyme 1 (IRE1), and activating transcription factor 6 (ATF6) (Godin et al., 2016; Mitra and Ryoo, 2019). The IRE1 and ATF6 signaling pathways mainly activate UPR downstream genes through the downstream effectors X-box-binding protein 1 (XBP1) and 50-kDa nuclear ATF6 (p50ATF6) to alleviate the ER stress response, but the PERK signaling pathway is dependent on eukaryotic translation initiation factor 2α (eIF2α) phosphorylation, which causes a reduction in global protein synthesis while selectively allowing the translation of mRNAs with specific upstream open reading frames (uORFs) in their 5′ untranslated regions (UTRs) (Haze et al., 1999; Calfon et al., 2002; Pakos-Zebrucka et al., 2016). The IRE1 branch is the primary UPR signaling pathway in mammals and has been previously recognized for its essential requirement in the developing liver and in the B cell lineage (Reimold et al., 2000; Reimold et al., 2001). Vertebrate species encode two isoforms of ATF6 (ATF6α and ATF6β), and experiments in mice with single- or double-gene knockout have demonstrated that ATF6α and ATF6β have a necessary but overlapping function in the early embryonic stage (Yamamoto et al., 2007). It has been recently found that dysfunction of ATF6 impedes mesodermal fate specification during development (Kroeger et al., 2018). The extraordinary role of the PERK branch of the UPR in secretory cells with a high protein load has been widely investigated by making use of gene targeting: PERK-knockout mice show dysfunction of islet β cells, pancreatic acinar cells, and cells within the skeletal system (Harding et al., 2001; Zhang et al., 2002; Iida et al., 2007; Gallot et al., 2019). Aside from the function of PERK in secretory cells, inhibition of PERK signaling results in stem cell accumulation in organoid cultures of the primary intestinal epithelium, which disrupts the differentiation of intestinal epithelial stem cells (Heijmans et al., 2013). More importantly, the regulatory effects of PERK also rely on activating transcription factor 4 (ATF4), which is the main downstream transcription factor of PERK-eIF2α-dependent translation in response to various physiological requirements. Notably, ATF4-knockout mice show developmental defects, including pancreatic hypertrophy and severe skeletal defects (Iida et al., 2007; Wang et al., 2009). The physiological activity of the PERK signaling pathway has been found to be tightly associated with the differentiation of some stem cells and embryonal organs; however, the general mechanism underlying this branch of the UPR in developmental processes remains to be elucidated.

Myogenesis is an elaborate process that involves the maintenance of stem and progenitor cells, lineage specification, and terminal differentiation (Bentzinger et al., 2012). During the early phase of embryonic development, progenitors are specified and determined to be myoblasts, and the first muscle fibers are established with differentiated mononucleated myocytes. Myocytes fuse to form multinucleated myofibers that reach a steady state, and progenitors will enter quiescence and henceforth reside within the matured muscle as satellite cells during the late phase of embryonic development (Tajbakhsh, 2009). Satellite cells have the potential to expand mitotically and differentiate to repair the muscle tissue and reestablish homeostasis, when mature muscle is damaged (Rudnicki et al., 2008). Many underlying signaling mechanisms control the genetic networks that promote myogenesis. Myogenic regulatory factors (MRFs), collectively expressed in the skeletal muscle lineage, are required for the terminal differentiation of myoblasts and the expression of myotube-specific genes. Myocyte enhancer factor 2 (MEF2) is a lynchpin for potentiating the function of MRFs through transcriptional cooperation. Satellite cells, the major mediators of myofiber regeneration in adults, are dominated genetically by transcription factor paired box 7 (PAX7), which further regulates downstream myogenic factors, such as myoblast determination protein 1 (MyoD) (Seale et al., 2000; Punch et al., 2009). *In vitro*, myoblast differentiation serves as a powerful model system for studying key signaling mechanisms that control genetic networks during myogenesis (Braun and Gautel, 2011). Intriguingly, the morphological hallmark of the myotube is a highly developed ER network, suggesting that the myogenic process is accompanied by ER membrane expansion, a physiological process facilitated by the UPR (Pedersen and Febbraio, 2012; Afroze and Kumar, 2019).

MicroRNAs (miRNAs), a new class of cell lineage regulators, are also involved throughout the process of embryonic development and cellular differentiation (Ivey and Srivastava, 2010; Vidigal and Ventura, 2015; Singh et al., 2020). Most importantly, many miRNAs, especially muscle-specific clusters, such as the miR-1a and miR-133 families, are required for muscle development and must be subject to strict dynamic regulation during rapid developmental transitions or changes in the cellular environment (Rao et al., 2006; Liu et al., 2007; Braun and Gautel, 2011). The well-established miR-206 is capable of regulating myogenesis by a negative-feedback mechanism, in which miR-206 is upregulated by MyoD and targets *Pax7* mRNA (Chen et al., 2010). Additionally, the highly coordinated and time-dependent UPR can be reciprocally regulated by flexible miRNA networks, which activate the adaptation program without triggering cell death pathways and induce gene transcription tailored to the cellular demand (Behrman et al., 2011; Amodio et al., 2016; Xu et al., 2016). PERK has been shown to contribute to the regulation of regenerative myogenesis, which is essential for the satellite cell homeostasis and differentiation of activated satellite cells into the myogenic lineage (Zismanov et al., 2016; Xiong et al., 2017). By using a myoblast differentiation system *in vitro*, we attempted to explore the functional requirements of the UPR branches during myogenesis and decipher the mechanism underlying the role of PERK signaling in controlling muscle differentiation by regulating miRNA networks.

In our study, knocking down PERK in C2C12 myoblasts resulted in a significantly changed expression of miRNAs related to pluripotency and differentiation. Then, we found that ATF4 directly mediated the transcription of some myomiRs during the early stage of myoblast differentiation. In addition, we found that PERK-regulated miR-128 targeted protein phosphatase 1 catalytic subunit gamma (*Ppp1cc*) mRNA, which is a key regulator of the UPR signaling pathway. We also found that cyclic AMP-regulated phosphoprotein 21 (ARPP21), the host gene of miR-128-2 encoding an RNA-binding protein, antagonized miR-128 activity during late myogenesis. Based on these data, we propose a model in which a feedback loop between PERK signaling and miR-128 promotes myoblast differentiation.

## Materials and Methods

### Animal

C57/BL6 mice were purchased from the Guangdong Medical Laboratory Animal Center, Guangdong, China. Mice were housed in the animal facility and had free access to water and standard rodent chow. Fetal (E12.5, E15.5, and E18.5) and postnatal (2 and 8 weeks) hind limb muscles were isolated for RNA and protein extraction.

### Cell Cultures and Treatments

The mouse skeletal myoblast cell line C2C12 was obtained from the Shanghai Institute of Cell Biology, Chinese Academy of Science. Cells were cultured in a growth medium (GM), which consists of high-glucose Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher) supplemented with 10% FBS (Thermo Fisher) and 1% penicillin/streptomycin (Thermo Fisher), at 37°C in 5% CO_2_. Cells were plated and cultured to 100% confluence and were then transferred to a differentiation medium consisting of DMEM containing 2% horse serum (Thermo Fisher) and 1% penicillin/streptomycin for further culture. To inhibit the activity of the PERK signaling pathway, C2C12 cells were incubated with GSK2606414 (Selleck), and PBS was used as the negative control. Transfection of plasmid DNA was performed using ViaFect^TM^ Transfection Reagent (Promega), and all RNA transfections were performed at a final concentration of 50 nM using Lipofectamine 2000 (Thermo Fisher) according to the manufacturer’s instructions.

### RNA Extraction and qPCR Assays

Total RNA was extracted from mouse muscles or C2C12 cells with TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. First-strand cDNA for PCR analyses was synthesized with a PrimeScript^TM^ RT reagent kit (Takara). Real-time PCR was performed using SYBR Premix ExTaq^TM^ (Takara) in a sequence detection system (Thermo Fisher). The *C*t values were first normalized to those of the endogenous control (GAPDH or U6) and then normalized to those of the control group (ΔΔ*C*T method) to calculate the fold change between the control and experimental groups. All primer sets were synthesized by Synbio Technologies, and all primer sequences are listed in Supplementary Tables 5–7.

### Protein Isolation and Western Blot Analysis

Tissue was homogenized and then lysed in ice-cold RIPA buffer (50mM of Tris–HCl (pH 7.4), 150mM of NaCl, 0.1% SDS, 1% sodium deoxycholate, 1% Triton X-100, 2 mM of EDTA, and 1× protease inhibitor cocktail). Samples were then centrifuged for 20 min at 4°C. Total protein extracts were loaded and separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and were then transferred to nitrocellulose membranes (Whatman). Membranes were then blocked with 5% milk for 1 h. Membranes were incubated with primary antibodies against MYOD (Proteintech Cat# 18943-1-AP), MEF2C (Proteintech Cat# 10056-1-AP), MyHC (R&D Cat# MAB4470), PERK (CST Cat# 3192), p-PERK (CST Cat# 3179), phospho-eIF2α (1:1000, CST Cat# 3398), eIF2α (CST Cat# 9722), ATF4 (CST Cat# 11815), p-ATF4(Ser219) (Thermo Fisher Cat# PA5-105835), ATF6 (CST Cat# 65880), IRE1α(CST Cat# 3294), PPP1CC (Proteintech Cat# 55150-1-AP), ARPP21 (Proteintech Cat# 55150-1-AP), c-Myc (CST Cat# 5605), KLF4 (CST Cat# 4038), Nanog (CST Cat# 8822), SOX2 (CST Cat# 4962), OCT4 (CST Cat# 2840), PAX7 (Proteintech Cat# 20570-1-AP), and GAPDH (Proteintech Cat# 55150-1-AP) overnight at 4°C. Horseradish peroxidase-conjugated secondary antibodies were used to detect the primary antibodies and protein signals were then visualized using Chemiluminescent HRP Substrate (Millipore, WBKLS0500).

### Vector Construction

3′UTRs containing the putative binding site for miR-128 were cloned into the psiCHECK2 vector (Promega) backbone using the Xho I/Not I restriction enzymes. Genomic fragments of the miRNA precursors were cloned into pcDNA6.2 (Invitrogen). The shRNA oligonucleotides were annealed and cloned into the pLKO.1-TRC plasmid with Age I/EcoR I sites. Cignal 45-pathway reporter arrays, the ATF4 pathway reporter, the ATF6 pathway reporter, and the IRE1 pathway reporter, which measure the activity of the corresponding pathways were purchased from Qiagen. The ATF4 and PPP1CC coding sequence (CDS) was cloned in-frame into a reconstructive TRE3G vector with promoter EF1α for stable expression. The ARPP21-coding sequence (CDS) was cloned in-frame into the p3XFLAG-pCGH vector for stable expression. The primers used for vector construction are listed in Supplementary Table 4.

### Lentiviral Transduction for the Establishment of Stable Cell Lines

The lentiviral vectors were co-transfected with the packaging vectors psPAX2 and pMD2.G (Addgene) into 293T cells. Supernatants containing viral particles were harvested and were then filtered through a 0.45-μM filter. To establish stable cell lines, C2C12 cells were infected with lentiviral particles, and polybrene (6 μg/mL, Sigma) was added to facilitate infection. After 48 h, the infected cells were subjected to selection in medium containing puromycin (3 μg/mL, Sigma) for 5 days.

### Small RNA Sequencing and Analysis

Small RNA sequencing was performed by RiboBio Co., Ltd. Briefly, total RNA or purified sRNA fragments of the samples were extracted and were first ligated to the 3′-terminal and 5′-terminal linkers and then reverse-transcribed into cDNA. PCR amplification was carried out, and the gel was then cut to recover the target fragment library. *In silico* sequencing was performed on libraries that passed the quality inspection. Small RNAs were annotated by direct alignment to the genome and to various known RNAs using bowtie. All miRNA target sites were further annotated using a mouse genome assembly (mm10). Functional enrichment analysis was performed using the DAVID functional annotation tools (Huang da et al., 2009).

### Chromatin Immunoprecipitation (ChIP)

Chromatin immunoprecipitation (ChIP) was performed as described previously (Dong et al., 2014). Briefly, cross-linking was performed with C2C12 cells with 1% formaldehyde (Sigma), and nuclei were extracted using cell lysis buffer (20 mM of Tris–HCl (pH 8.0), 85mM of KCl, and 0.5% NP-40). Nuclei were lysed with nuclear lysis buffer [10 mM of Tris–HCl (pH 7.5), 1% NP40, 0.5% deoxycholate, and 0.1% SDS]. Chromatin/DNA complexes were sheared in a sonicator. Sonicated lysates were cleared and incubated overnight at 4°C with magnetic beads coupled to an anti-ATF4 antibody. The precipitated chromatin was eluted and reverse cross-linked in ChIP Elution Buffer (1% SDS and 0.1 M of NaHCO3) containing proteinase K and RNase A for 2 h at 65°C. The DNA was recovered and purified using a Qiagen PCR purification kit. Semiquantitative PCR or qPCR was performed to analyze the immunoprecipitated DNA. Primers are listed in Supplementary Table 8.

### Luciferase Reporter Assays

C2C12 cells were transfected with different kinds of reporter plasmids for 48 h. Cells were then lysed in passive lysis buffer, and luciferase activities were measured with a Dual Luciferase Assay Kit (Promega) according to the manufacturer’s instructions.

### Migration Assays

For the migration assay, C2C12 cells transfected with miR-128 were suspended in 200 μL of FBS-free medium and were then seeded into the upper chamber of transwell inserts (8 μM pore size, Costar). The lower chamber of the transwell inserts was filled with 750 μL of medium supplemented with 10% FBS, which functioned as a chemoattractant. After 24 h of incubation at 37°C, cells that migrated to the lower surface of the insert membrane were fixed with methanol and stained with 0.1% crystal violet.

### Cell Counting Kit-8 (CCK-8) Assays

For CCK-8 assays, cells were seeded at a concentration of 1 × 10^3^ cells/well in 96-well plates. Cell numbers were quantified using CCK-8 reagent (Cat# CK04, DOJinDO) at the indicated time according to the manufacturer’s instructions.

### Colony Formation Assays

For colony formation assays, 1 × 10^3^ cells were seeded into six-well plates. Colonies, which were allowed to form for 5 days after plating, were stained with a crystal violet solution and counted. Assays were done in triplicate.

### Fluorescence Microscopy

C2C12 cells grown on glass coverslips were stained according to the manufacturer’s instructions. The endoplasmic reticulum was stained using l g/mL of Alexa Fluor^®^, 647 Concanavalin A Conjugates (Thermo Fisher Cat# A12379) for 1 h. The cytoskeleton was stained using l g/mL of Alexa Fluor^TM^ 488 Phalloidin (Thermo Fisher Cat# C21421) for 30 min. Nuclei were labeled using DAPI for 15 min. Images were acquired on a ZEISS fluorescence microscope using a 20× or 40× objective.

### Statistical Analysis

Quantitative data are presented as the mean ± the standard deviation (SD) from a minimum of three independent experiments. Comparisons between two groups were analyzed using Student’s *t*-test, unless otherwise indicated. Statistical analyses were performed with GraphPad Prism 6 (GraphPad Software Inc.). *p* < 0.05 was considered to be statistically significant.

## Results

### PERK Is Required for Myoblast Differentiation

To establish a system for studying myoblast differentiation, we utilized C2C12 mouse skeletal myoblasts obtained from the skeletal muscles of myodystrophic mice, which are often used for studying myogenesis *in vitro* (Yaffe and Saxel, 1977). When C2C12 myoblasts proliferated to a high confluence in growth medium, we replaced the medium with the differentiation medium. In the early differentiation stage, C2C12 myoblasts proliferated to myocytes and gradually fused. During differentiation, myocytes fused to form multinucleated myofibers (Figure 1A). The protein expression levels of differentiation markers, such as MyoD, MEF2C, and Myosin heavy chain (MyHC) protein, showed signature profiles during C2C12 myoblast differentiation (Figure 1B), indicating a consistent trend of skeletal muscle differentiation during embryonic development (Figure 1C).

**FIGURE 1:**
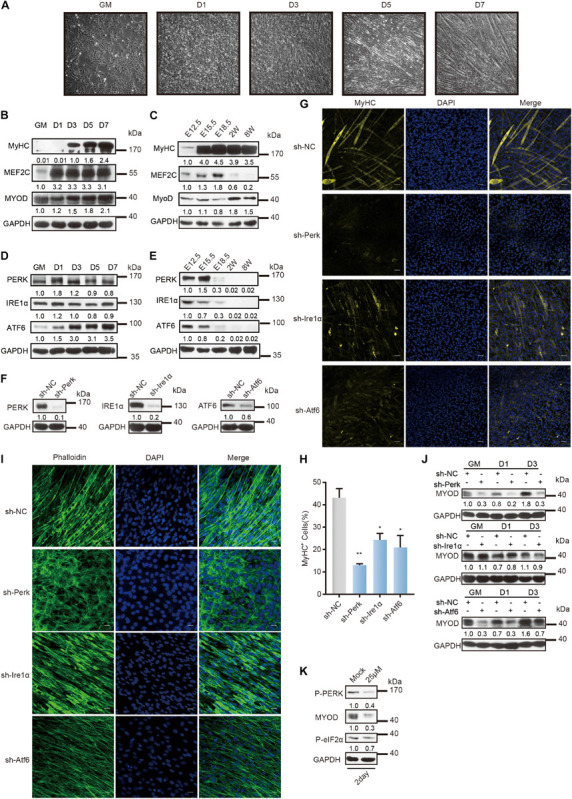
Distinct role of UPR sensors during myoblast differentiation. **(A)** Phase-contrast microscopy of differentiating C2C12 myoblasts in growth medium (GM) or 1, 3, 5, or 7 days in the differentiation medium. **(B)** Western blot analysis of skeletal muscle differentiation markers in whole-cell lysates from differentiating C2C12 myoblasts. **(C)** Western blot analysis of skeletal muscle differentiation markers in tissue lysates from developing mouse embryo muscle. Mouse hind limb muscles were isolated at five time points: E12.5, E15.5, E18.5, postnatal week 2, and postnatal week 8 (adult). Skeletal muscle development in mice consists of embryonic development (E8.5/9-E14.5), fetal development (E14.5-E19), perinatal development (P0–3/4 weeks), and adult development (3/4 week-aging). **(D)** Western blot analysis of the three UPR sensors in whole-cell lysates from differentiating C2C12 myoblasts. **(E)** Western blot analysis of the three UPR sensors in tissue lysates from developing mouse embryo muscle. **(F)** Western blot analysis of whole-cell lysates from PERK-, IRE1α-, or ATF6-knockdown cells and negative control cells to determine the knockdown efficiency. **(G)** Effects of PERK, IRE1α, or ATF6 knockdown on MyHC expression and myotube formation. PERK-, IRE1α-, or ATF6-knockdown cells and negative control cells were incubated in differentiation medium for 3 days and were then stained with an anti-myosin antibody and DAPI (nuclei). Scale bar: 50 μm. **(H)** Quantification of percentage of MyHC^+^ myotubes in wild-type and knockdown cells incubated in differentiation medium for 3 days. **(I)** Effects of PERK, IRE1α, or ATF6 knockdown on cell morphology changes. PERK-, IRE1α-, or ATF6-knockdown cells and negative control cells were incubated in differentiation medium for 3 days and were then fixed, permeabilized, and stained with phalloidin (F-actin) and DAPI (nuclei). Scale bar: 25 μm. **(J)** Western blots showing the effects of PERK, IRE1α, or ATF6 knockdown on the MyoD protein level. **(K)** Western blot analysis of MyoD in whole-cell lysates from C2C12 myoblasts under the optimal treatment time and PERK inhibitor (GSK2606414) concentration conditions. GAPDH was used as the internal control (A representative western blot is shown, *n* = 3.) The error bars indicate the mean ± standard deviation (SD) (*p < 0.05, **p < 0.01) from three independent experiments.

The three sensors of UPR are involved in the differentiation of C2C12 myoblasts, as detected by western blot and reverse transcription quantitative PCR (RT–qPCR) and shown in Figure 1D and Supplementary Figure 1A. Note that the expression of *Perk* was upregulated on the first day of differentiation and then decreased gradually. Changes in the expression of *Ire1*α were not evident, while the expression of *Atf6* was strongly upregulated on day three of differentiation. Western blot and RT-qPCR showed that the three UPR sensors were highly expressed during the embryonic stage and that their expression then declined (Figure 1E and Supplementary Figure 1B).

To investigate the important roles of the three UPR sensors in myoblast differentiation, we knocked down their expression separately by constructing three stable lentivirus-mediated C2C12 cell lines expressing a small hairpin RNA (shRNA) against *Perk* (shPerk), *Atf6* (shAtf6), or *Ire1*α (shIre1α) (Figure 1F and Supplementary Table 4). We compared these knockdown C2C12 myoblasts with wild-type myoblasts 3 days after induction and differentiation and found that each UPR protein is important for myoblast differentiation. As shown in Figures 1G,H, disruption of *Ire1*α or *Atf6* expression markedly reduced the expression of MyHC and myotube formation. More critically, disruption of *Perk* expression not only prevented the expression of MyHC and myotube formation but also affected cell morphology. We acquired images of cell morphology after phalloidin immunostaining for the cytoskeletal protein F-actin and found that PERK knockdown cells remained undifferentiated or even exhibited a rounded morphology, indicating that the PERK arm is a critical factor for myogenesis (Figure 1I).

Consistent with these results, western blot and RT-qPCR analyses revealed that knocking down each UPR sensor reduced the transcription and translation levels of *Myod* (Figure 1J and Supplementary Figure 1C). We found that knocking down IRE1α distinctly affected the MyoD protein level in C2C12 myoblasts only after differentiation was induced. Knocking down ATF6 immediately affected the MyoD protein level in C2C12 myoblasts before differentiation was induced, but the MyoD protein level in ATF6 knockdown cells recovered with differentiation. Importantly, knocking down PERK affected the MyoD protein level throughout the change in C2C12 myoblast fate. To further demonstrate the regulatory role of the PERK arm in *Myod* expression during myoblast differentiation, we treated C2C12 myoblasts with the PERK signaling pathway inhibitor GSK2606414, which inhibits the activation of the downstream pathway of PERK by inhibiting the autophosphorylation of PERK, at a concentration of 25 μM for 2 days (Supplementary Figure 1D). It was found that this high concentration of the PERK pathway inhibitor significantly inhibited the MyoD protein level (Figure 1K).

Taken together, these data indicated that the UPR has a crucial function in myogenesis, where PERK governs the initiation of myoblast differentiation and is required for the differentiation of myoblasts.

### Knocking Down PERK Induces Dedifferentiation of C2C12 Myoblasts by Altering the miRNA Network

As PERK knockdown cells remained undifferentiated but the change in cell morphology implied their altered status, we characterized the PERK knockdown cells by their molecular signature. miRNAs are a class of cell lineage determinants, which can also be regarded as molecular indicators of cell type or functional states (Xie et al., 2013). 

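The miRNA profiles came from C2C12 cells, a line of mouse skeletal myoblasts, that carried a hairpin RNA against Perk (shPerk, the PERK knockdown cells) or a negative control hairpin (shNC). Small RNA libraries were sequenced from shNC and shPerk cells before differentiation was induced (day 0) and after 3 days in differentiation medium (day 3). There was 1 library for each of these 4 conditions, so no difference between conditions has a replicate check. The methods state that linkers were ligated to both ends of the RNA, that the product was reverse-transcribed, amplified by PCR and selected on a gel, and that reads were annotated with bowtie. The authors deposited the number of reads counted on each mature mouse miRNA, without normalization. The total was 11321915 reads for shNC cells and 8800977 reads for shPerk cells at day 0, and 11993448 reads for shNC cells and 9428246 reads for shPerk cells at day 3. miR-21a-5p alone took between 18.0% and 26.2% of the reads of a library. The mRNA of Perk is not measured by these libraries, so the knockdown itself was not checked in them. miRNAs with at least 1 CPM (counts-per-million) in at least 1 of the 2 libraries compared were kept, and library sizes were scaled with the TMM factors of edgeR. A miRNA was called higher or lower when its log2 fold change was beyond 1 and the Benjamini-Hochberg adjusted p of a two-sided exact binomial test on its reads was under 0.05. This test compares 2 libraries, not 2 conditions. The intervals given with fold changes are 95% Clopper-Pearson intervals from the reads. They cover counting error only, since PCR copies without molecular identifiers are not independent molecules. The counting rule for reads that match several miRNAs is not stated in the methods, and members of a family that have identical counts are reported as uncertain.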

We first profiled miRNA expression by performing small RNA sequencing (RNA-seq) and analysis of PERK knockdown and negative control cells after 3 days of induction of differentiation. 

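At day 3, 575 miRNAs passed the filter in the pair of shNC and shPerk libraries, and 240 of them were called, 121 higher and 119 lower in PERK knockdown cells. The call depended most on the spread assumed between replicate libraries, which 1 library per condition cannot give. With edgeR's exact test at an assumed biological coefficient of variation of 0.4, 51 miRNAs were called. In simulated libraries of the same depth without any change, the test on reads called 18 of 568 miRNAs when the coefficient was 0.2 and 144 of 558 miRNAs when it was 0.4. The balance between directions depended on the scaling. Scaling to the total miRNA counts moved the median log2 fold change of all miRNAs from 0.01 to -0.32, and 83 miRNAs were then higher and 160 lower. Among called miRNAs with a mean of at least 10 CPM, the 3 largest rises were all miRNAs of a cluster on the X chromosome. The largest fall was that of miR-675-3p, from 244 reads in shNC cells to 7 reads in shPerk cells, a log2 fold change of -4.42 (95% interval -5.77 to -3.38). miR-2137 fell from 251 to 9 reads, a log2 fold change of -4.11 (95% interval -5.27 to -3.17), and the next largest fall was that of miR-133a-3p. miR-351-5p, which is marked in Figure 2A, fell from 45297 to 4840 reads, a log2 fold change of -2.55 (95% interval -2.59 to -2.50).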

Knocking down PERK globally affected miRNA expression in myoblasts; more than 200 miRNAs were changed, among which 112 were significantly upregulated and 117 were significantly downregulated (Figure 2A and Supplementary Table 1). The most significantly changed miRNAs were verified by RT-qPCR, and the results were consistent with the sequencing results (Supplementary Figure 2A). Interestingly, compared with the differentially expressed miRNAs in C2C12 cells differentiated for 3 days, some upregulated miRNAs involved in skeletal muscle differentiation, including many myogenesis-associated miRNAs, such as miR-133a, miR-133b, miR-206, miR-1a, and miR-128, were downregulated in PERK knockdown cells (Figure 2A and Supplementary Table 2). In contrast, many stemness-related miRNAs were upregulated in PERK knockdown cells (Figure 2A and Supplementary Table 2). 

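In shNC cells, miR-1a-3p rose from 2487 reads at day 0 to 207393 reads at day 3, a log2 fold change of 6.56 (95% interval 6.51 to 6.62). The day 3 shPerk library held 30759 reads of it, a log2 fold change of -2.07 against shNC cells (95% interval -2.09 to -2.06). miR-206-3p rose by a log2 fold change of 2.14 in differentiation and was lower by knockdown at day 3, with a log2 fold change of -1.35 (196072 reads against 802676 reads). miR-133a-3p had log2 fold changes of 3.22 in differentiation and -3.76 on knockdown, with 4750 reads in shNC cells at day 0, 39096 reads in shNC cells at day 3 and 1806 reads in shPerk cells at day 3. miR-133b-3p had log2 fold changes of 2.29 and -3.69 in the same comparisons. miR-128-3p rose from 71475 to 130599 reads in differentiation, a log2 fold change of 1.05 that fell to 0.79 with total-count scaling and to 0.94 with upper-quartile factors, below the fold limit of the call. On knockdown its log2 fold change was -1.88, with 22089 reads left at day 3. The counting intervals of these differences all exclude 0, but none has a replicate check. Of the 5p arms, miR-133a-5p rose from 54 to 2734 reads in differentiation and fell to 148 reads on knockdown, and miR-133b-5p had 204, 520 and 73 reads in the same libraries. miR-206-5p was not called on knockdown, with a log2 fold change of -0.90 (95% interval -1.20 to -0.62), though it passed the fold limit with total-count scaling (-1.24) and with upper-quartile factors (-1.01). miR-1a-1-5p had 0 reads at day 0 and 16 reads at day 3 in shNC cells, and 2 reads in shPerk cells at day 3, too few for a fold change. miR-1a-2-5p had 0 reads in all 3 libraries.

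**Figure D1:**
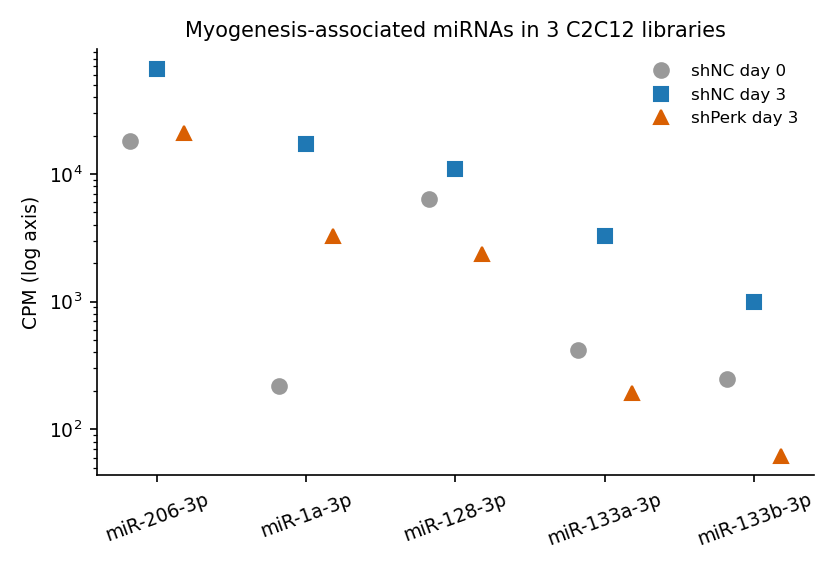
Level of 5 myogenesis-associated miRNAs, in CPM on a log axis, in 1 library each of shNC cells at day 0, shNC cells at day 3 and shPerk cells at day 3; each point is 1 library and there are no replicates. miR-1a-3p lay at 219.7, 17290 and 3262 CPM in these libraries, and miR-133a-3p at 419.5, 3260 and 191.6 CPM.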

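The miRNAs of the miR-290 and miR-302 clusters, which mark mouse embryonic stem cells, were taken as 1 list. It was fixed before the deposited values were examined, but after the paper's supplementary fold changes were read. The paper's text does not name these clusters, so their values do not bear on the miRNAs it marks in Figure 2A. None of the 28 mature miRNAs of this list reached 1 CPM in any of the 4 C2C12 hairpin libraries. None of them is listed in the ATF4 experiment, so their level there is not known. In the hairpin libraries they summed to 17 reads in shNC and 0 reads in shPerk cells at day 0. At day 3 they summed to 11 reads in shNC and 2 reads in shPerk cells. A count of 0 allows up to 0.318 CPM in the day 3 shPerk library. The reads show no rise of this list on knockdown.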

Surprisingly, a class of X-linked miRNAs exist in the fragile X region of the X chromosome of placental mammals and perform an important regulatory function in the transition from proliferation to maturity during spermatogenesis; for example, miR-881, miR-871, miR-741, miR-465, miR-470, and miR-743b were significantly upregulated in PERK knockdown cells (Figure 2A and Supplementary Table 2) (Ramaiah et al., 2019). Among these miRNAs, miR-470 has been identified as a miRNA that is highly expressed in mouse embryonic stem cells (Tay et al., 2008). 

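The X-linked list was fixed before the deposited values were examined, but after the paper's supplementary fold changes from these libraries were read. It held 40 mature miRNAs. Their genes lie on the X chromosome of GRCm38 between positions 66776757 and 68010179, and Fmr1 lies at 68678541 to 68717963. At day 3, 26 of them passed the filter and all 26 were called higher in PERK knockdown cells. Their median log2 fold change was 5.13 (95% interval from order statistics 4.76 to 5.49), or 4.93 with low counts set to 3 reads, above each of 10000 random lists matched on expression. The list was drawn up around miRNAs that the paper names for their rise in these same libraries, so this percentile describes that rise and is not an independent test of it. The interval treats the miRNAs as independent, which arms and neighbours of a cluster are not, so it can be too narrow. miR-881-3p rose from 153 reads in shNC cells to 9275 reads in shPerk cells, a log2 fold change of 6.60 (95% interval 6.37 to 6.84), and its gene spans 66801944 to 66802021. miR-871-3p rose from 62 to 3333 reads, a log2 fold change of 6.42. miR-743b-3p rose from 25 to 970 reads, a log2 fold change of 5.95, and miR-741-3p from 64 to 2103 reads, a log2 fold change of 5.71. miR-470-5p had 46 and 939 reads, a log2 fold change of 5.03. miR-465a-3p, miR-465b-3p and miR-465c-3p each had 190 and 4514 reads, a log2 fold change of 5.25. Their counts are identical, so the same reads were counted for all of them and their separate levels are uncertain. miR-465c-5p had 176 and 3064 reads and miR-465a-5p 15 and 264 reads, both with a log2 fold change of 4.80. miR-465b-5p had 0 and 10 reads, too few in shNC cells for a fold change. The arms with few reads went the same way, with log2 fold changes of 5.49 for miR-871-5p, 5.36 for miR-743b-5p and 2.32 for miR-741-5p. miR-465d-3p and miR-470-3p had 0 reads in shNC cells and 3 reads in shPerk cells, and miR-465d-5p and miR-881-5p had 0 reads in both libraries, so no fold change is given for these 4 miRNAs.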

Comparison of the differential miRNA expression between PERK knockdown cells and differentiated C2C12 cells indicated that knocking down PERK impacts the state of myoblast differentiation by changing miRNA expression.

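Across the 551 miRNAs tested in both comparisons, the log2 fold change of knockdown at day 3 had a Pearson correlation of -0.06 with the log2 fold change of differentiation in shNC cells (95% interval -0.14 to 0.03), and Spearman's rho was 0.08. These correlations run across miRNAs, which are not independent replicates. Both changes use the day 3 shNC library with opposite sign, so chance alone gives a negative relation. Unchanged simulated libraries that shared this control gave a mean correlation of -0.45 with counting noise only, over 200 repeats. The mean was -0.49 with a coefficient of variation of 0.4 between replicates. The highest correlation of any repeat was -0.25 with counting noise only, -0.34 at a coefficient of 0.2 and -0.35 at 0.4. The observed -0.06 lay above all of these. The simulated libraries held no true changes, and unrelated true changes would weaken the correlation that the shared control gives. The gap to the simulations therefore does not show a relation between knockdown and differentiation. With the knockdown change at day 0 in place of day 3, which shares the day 0 shNC library instead, the correlation was 0.40 (Spearman's rho 0.52), where unchanged libraries gave a mean of 0.47 with counting noise only. Of the 71 miRNAs called higher in differentiation, 26 were called lower and 18 higher on knockdown at day 3, and 27 were not called. Of the 84 miRNAs called lower in differentiation, 63 were tested on knockdown, and 16 of these were called lower and 8 higher. The median log2 fold change on knockdown was -0.24 for the miRNAs higher in differentiation and -0.42 for those lower in differentiation. In unchanged libraries, the shared control alone gave medians for as many of the most raised and most lowered miRNAs of -0.16 and 0.21 with counting noise only, -0.33 and 0.45 at a coefficient of variation of 0.2, and -0.57 and 0.92 at 0.4. Whether the median of the raised miRNAs goes beyond the shared control therefore depends on the spread assumed. The median of the lowered miRNAs, -0.42, had the opposite sign to the simulated mean at each spread. From the comparison of the miRNAs changed on knockdown with those changed in differentiated cells, including the fall of the myogenesis-associated miRNAs, the paper concludes that PERK knockdown alters the state of myoblast differentiation through miRNA expression.

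**Figure D2:**
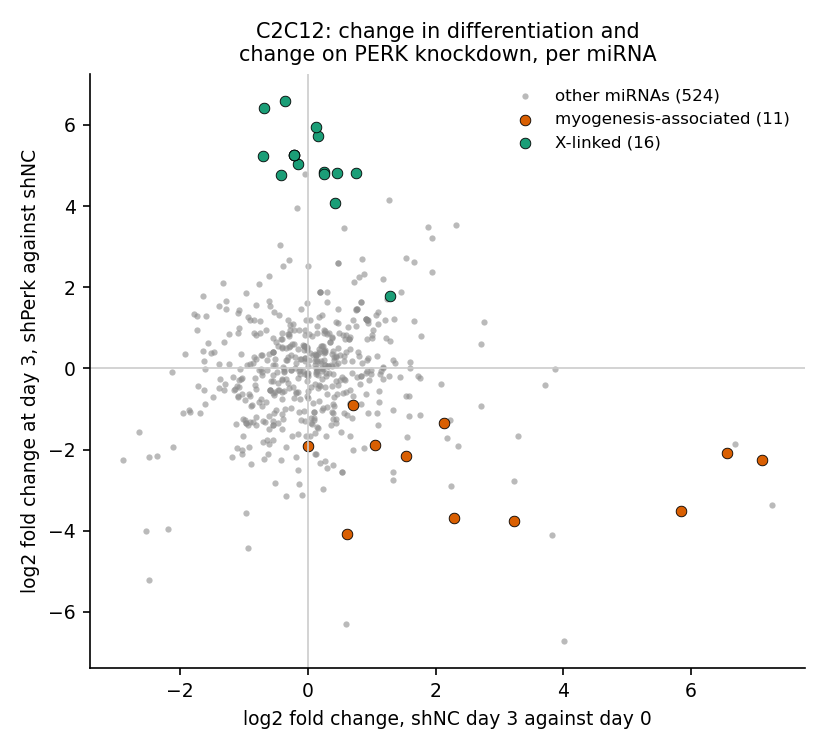
Each point is 1 miRNA, with the log2 fold change of shNC cells from day 0 to day 3 on the horizontal axis and that of shPerk against shNC cells at day 3 on the vertical axis; myogenesis-associated (11) and X-linked (16) miRNAs are coloured. The myogenesis-associated miRNAs lie below 0 on the vertical axis and the X-linked miRNAs above it, while the other 524 miRNAs spread around 0 in both.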

**FIGURE 2:**
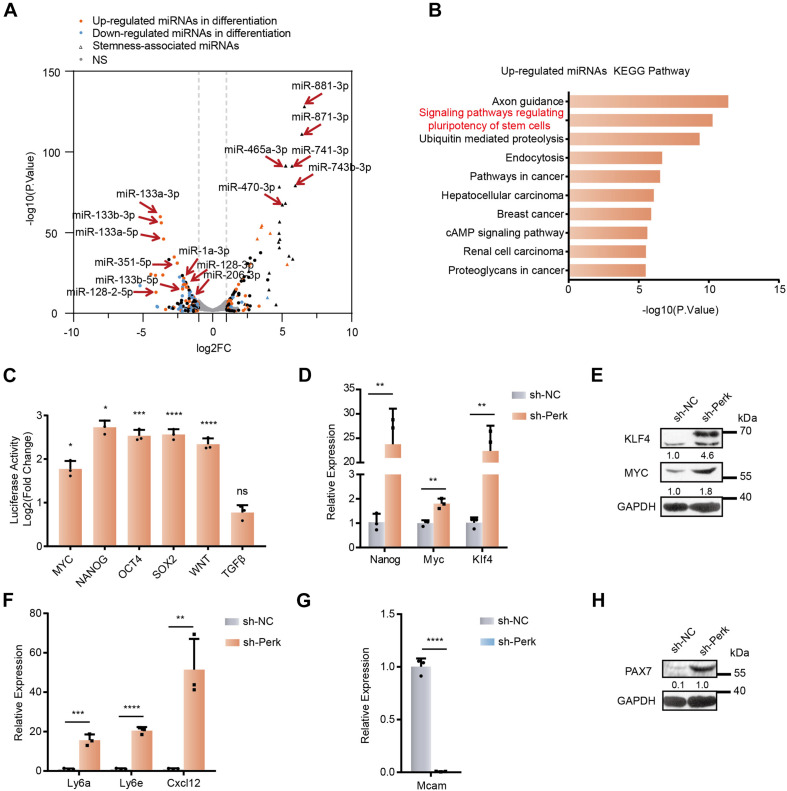
MicroRNA profiles and stemness changes in C2C12 myoblasts upon PERK knockdown. **(A)** A volcano plot of differentially expressed miRNAs in PERK knockdown cells. PERK knockdown cells and negative control cells were differentiated for 3 days. **(B)** KEGG analysis of upregulated miRNAs in PERK-knockdown cells. **(C)** Luciferase reporter assay showing the effects of PERK knockdown on the activity of stemness or differentiation pathways. The exponential calculation on the ratio was employed between each individual experimental value and the control value in their calculations of the luciferase data. **(D)** RT-qPCR was used to detect the effects of PERK knockdown on reprogramming factors. **(E)** Western blots showing the effects of PERK knockdown on the expression of reprogramming factors. **(F)** The relative mRNA expression levels of the stem cell markers *Ly6a*, *Ly6e*, and *Cxcl12* in PERK knockdown cells and negative control cells. **(G)** The relative mRNA expression levels of the myoblast marker *Mcam* in PERK knockdown cells and negative control cells. **(H)** Western blots showing the effects of PERK knockdown on the expression of the satellite cells marker PAX7. GAPDH was used as the internal control (A representative western blot is shown, *n* = 3.) The error bars indicate the mean ± standard deviation (SD) (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001) from three independent experiments.

KEGG pathway analysis of the targets of the changed miRNAs further showed that the functions of the upregulated miRNAs (e.g., signaling pathway regulating pluripotency of stem cells) were related to the pluripotent state (Figure 2B). We further analyzed the activity of the signaling pathways associated with stemness in PERK knockdown cells by using the Qiagen’s Cignal pathway reporter vector and dual fluorescence reporter system. Knocking down PERK markedly upregulated the activity of stemness-related signaling pathways, such as the Nanog, Wnt, Myc, Sox2, and Oct4 signaling pathways; in contrast, the TGFβ pathway, which promotes cell transdifferentiation, had no significant change (Figure 2C and Supplementary Figure 2B) (Cartwright et al., 2005). Meanwhile, knocking down PERK enhanced the expression of the two reprogramming factors *Myc* and *Klf4* (Figures 2D,E). The transcription level of the pluripotent stem cell marker *Nanog* was also significantly upregulated by more than 20-fold (Figure 2D). We further confirmed that PERK knockdown significantly promoted the stemness of cells by detecting the transcriptional level of lymphocyte antigen 6a/e (*Ly6a/e*), which is highly expressed in various progenitor cells during the differentiation and development of mesoderm cells (Figure 2F) (van de Rijn et al., 1989; Van Vlasselaer et al., 1994; Welm et al., 2002; van Bragt et al., 2005). Additionally, knocking down PERK dramatically enhanced the transcriptional level of C–X–C motif chemokine ligand 12 (*Cxcl12*), which maintains the stem cell characteristics of bone marrow mesenchymal stem cells (Figure 2F) (Peled et al., 1999; Janssens et al., 2018; Matsushita et al., 2020). Notably, PERK suppression also significantly impaired the characteristics of C2C12 myoblast, as we determined by assessing the transcriptional level of melanoma cell adhesion molecule (*Mcam*), which is highly expressed in proliferating myoblasts and significantly downregulated during fusion (Figure 2G) (Lapan and Gussoni, 2012; Alexander et al., 2016). PAX7, a marker of satellite cells, was obviously upregulated in PERK knockdown cells, which further demonstrated that dedifferentiation of myoblasts into satellite cells is truly occurring (Figure 2H and Supplementary Figure 2C). In order to further verify the effects of PERK knockdown on the characteristics of cells, we used cloning and CCK-8 to detect the proliferation rate of PERK knockdown cells and found that the proliferation rate of PERK knockdown cells was reduced (Supplementary Figures 2D,E).

Together, these findings indicated that knocking down PERK induced dedifferentiation of myoblasts into stem-like cells by effectively altering key miRNAs and their networks in cell fate determination. These results demonstrated that PERK plays an important role in the formation, maintenance, and differentiation of myoblasts.

### The PERK-ATF4 Signaling Pathway Transactivates Differentiation-Associated miRNAs in the Early Stage of Myoblast Differentiation

It is well known that activation of PERK can reduce general translational initiation through eIF2α phosphorylation, which can specifically activate the translation of *Atf4*. ATF4 is the major downstream transcriptional activator of the PERK-eIF2α pathway and may direct the induction of specialized transcriptomes including both coding and non-coding RNAs in response to various physiological stresses (Hinnebusch and Natarajan, 2002; Ron and Walter, 2007; Wang et al., 2009). To investigate whether PERK regulates miRNA expression by activating ATF4 in myoblasts, we first examined the expression of *Atf4* during myoblast differentiation and compared it with the expression pattern of its upstream PERK-eIF2α signaling mediator phosphorylated eIF2α. Immediately after the differentiation of C2C12 myoblasts was induced, ATF4 was markedly upregulated and then rapidly downregulated, consistent with the activation of eIF2α phosphorylation both *in vitro* and *in vivo* (Figures 3A,B and Supplementary Figures 3A,B), indicating that ATF4 plays an important role in the early stage of myoblast differentiation. We further confirmed that PERK knockdown inhibited the transcriptional activity of ATF4 by ATF4 signaling pathway reporter vector and dual fluorescence reporter assays (Supplementary Figure 3C). The western blot and RT-qPCR results further verified that PERK knockdown suppressed the ATF4 protein level but only slightly affected its transcription (Figures 3C,D).

**FIGURE 3:**
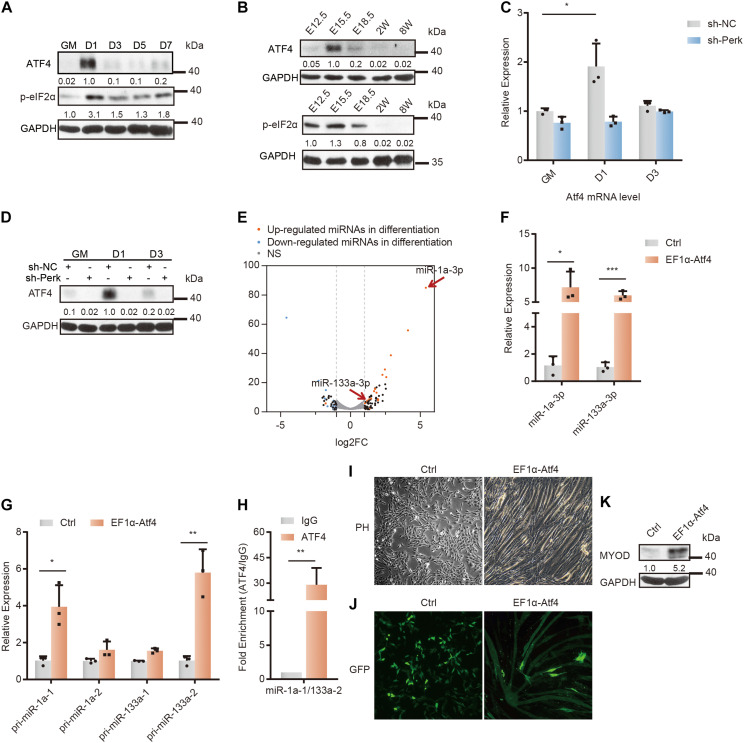
Changes in the microRNA profile and differentiation of C2C12 myoblasts upon ATF4 overexpression. **(A)** Western blot analysis of p-eif2α and ATF4 in whole-cell lysates from differentiating C2C12 myoblasts. **(B)** Western blot analysis of p-eif2α and ATF4 in tissue lysates from developing mouse embryo muscle. **(C)** RT-qPCR was used to detect the effects of PERK knockdown on the transcription level of *Atf4*. **(D)** Western blots showing the effects of PERK knockdown on the ATF4 protein level. **(E)** A volcano plot of differentially expressed miRNAs in ATF4-overexpressing cells. ATF4-overexpressing cells and negative control cells were incubated in growth medium and allowed to proliferate to 80% confluence. **(F)** The relative expression levels of miR-1a-3p and miR-133a-3p in ATF4-overexpressing cells and negative control cells. **(G)** The relative expression levels of primary transcripts of miR-1a and miR-133a in ATF4-overexpressing cells and negative control cells. **(H)** ChIP-qPCR for validation of the ATF4 binding sites in the common promoter region of miR-1a-1 and miR-133a-2. **(I)** Phase-contrast microscopy of ATF4-overexpressing cells or negative control cells in growth medium showing the effects of ATF4 overexpression on myoblast differentiation and myotube formation. **(J)** Fluorescence microscopy of ATF4-overexpressing cells or negative control cells transiently transfected with the same amount of monomeric green fluorescent protein (mGFP) in growth medium showing the effects of ATF4 overexpression on myoblast differentiation and myotube formation. Normal myoblasts do not have enough space to continue to grow after the confluence of the culture reaches 100%, so they must be passaged. **(K)** Western blots showing the effects of ATF4 overexpression on the expression of Myod. GAPDH was used as the internal control (A representative western blot is shown, *n* = 3). The error bars indicate the mean ± standard deviation (SD) (*p < 0.05, **p < 0.01, ***p < 0.001) from three independent experiments.

To study the relationship between the ATF4 activation and miRNA expression, we constructed an ATF4 overexpression vector and introduced it into C2C12 cells (Supplementary Figures 3D,E, and Supplementary Table 4). 

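Small RNA libraries were sequenced from C2C12 cells that carried an ATF4 expression vector and from cells with the empty vector, 1 library each. For this pair, the authors deposited RPM values (reads-per-million of the reads counted on miRNAs), not counts, for 605 miRNAs. Values under 1 RPM are listed at 0, as they are for 23 miRNAs in the vector library and 42 miRNAs in the ATF4 library. Most values are whole multiples of 1 step per library, 93.3% in the vector library and 92.2% in the ATF4 library, where 10.8% and 12.4% would be by chance. By these steps 1 RPM is about 10.6 reads in the vector library and 12.2 reads in the ATF4 library. Because the table gives no counts and not all values are whole multiples, no test on reads was run and no counting interval is given. TMM factors were computed on the RPM values, values at 0 were set to 1 RPM, and a miRNA was called when its log2 fold change was beyond 1. By this rule 135 miRNAs were called, 85 higher and 50 lower with ATF4. With upper-quartile factors, which moved the median log2 fold change of all miRNAs from 0.00 to -0.38, 51 were higher and 116 lower. A prior count of 2 in place of edgeR's default left 86 calls. The largest fall among miRNAs with a mean of at least 10 RPM was that of miR-6540-5p, from 152.63 to 6.08 RPM, a log2 fold change of -4.56. miR-383-5p fell from 85.15 to 16.68 RPM and miR-675-3p from 19.37 to 4.93 RPM. miR-344-3p rose from 8.88 to 148.28 RPM, a log2 fold change of 4.11. miR-708-5p was listed at 0 with the vector and at 22.27 RPM with ATF4.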

Small RNA-seq and analysis showed that ATF4 overexpression partially regulated the differentiation-related miRNA expression profile in myoblasts under undifferentiation conditions (Figure 3E). 

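miR-1a-3p was at 6.42 RPM in the vector library and at 259.40 RPM in the ATF4 library, a log2 fold change of 5.37, the largest rise among miRNAs with a mean of at least 10 RPM and a value above 0 in both libraries. miR-133a-3p was at 69.36 and 154.02 RPM, a log2 fold change of 1.21. With upper-quartile factors its log2 fold change was 0.83, within the fold limit, and with total-count and median-of-ratios scaling it stayed beyond it. The mature sequences do not tell the gene copies apart. Mir1a-1 lies on chromosome 2 of GRCm38 at 180389048 to 180389124 and Mir133a-2 at 180398379 to 180398482 on the same strand, 9254 bp apart, and neither overlaps another annotated gene there. Their copies Mir1a-2 (10785481 to 10785552) and Mir133a-1 (10782909 to 10782976) lie on chromosome 18, in introns of Mir133a-1hg and opposite to Mib1. The hairpins of Mir1a-1 and Mir1a-2 share the stretch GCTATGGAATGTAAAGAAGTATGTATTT, and those of Mir133a-1 and Mir133a-2 share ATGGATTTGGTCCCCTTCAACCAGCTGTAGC.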

Evidently, miR-133a and miR-1a, specific miRNAs for skeletal muscle differentiation, were upregulated in ATF4-overexpressing cells (Figures 3E,F and Supplementary Table 3). This typical change in the miRNA profile strongly suggests that ATF4, the PERK-activating transcription factor, can promote myoblast differentiation by regulating miRNA networks.

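Across 557 miRNAs tested in both, the log2 fold change with ATF4 had a Pearson correlation of 0.55 (95% interval 0.49 to 0.60) and a Spearman correlation of 0.50 with the change of shNC cells from day 0 to day 3. No library is shared by these comparisons, and miRNAs are not independent replicates. Of the 71 miRNAs higher in differentiation, 58 were listed in the ATF4 experiment, where 21 were called higher and 1 lower, with a median log2 fold change of 0.75. Of the 84 miRNAs lower in differentiation, 79 were listed, and 16 of these were called lower and 0 higher, with a median of -0.49. The 8 listed myogenesis-associated miRNAs had a median of 0.45 (0.08 with upper-quartile factors), with 2 of them called higher. miR-206-3p had a log2 fold change of 0.56, miR-133b-3p of 0.52 and miR-128-3p of -0.23. From the change of this set of miRNAs, with miR-133a and miR-1a foremost, the paper proposes that ATF4 promotes myoblast differentiation through miRNA networks.

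**Figure D3:**
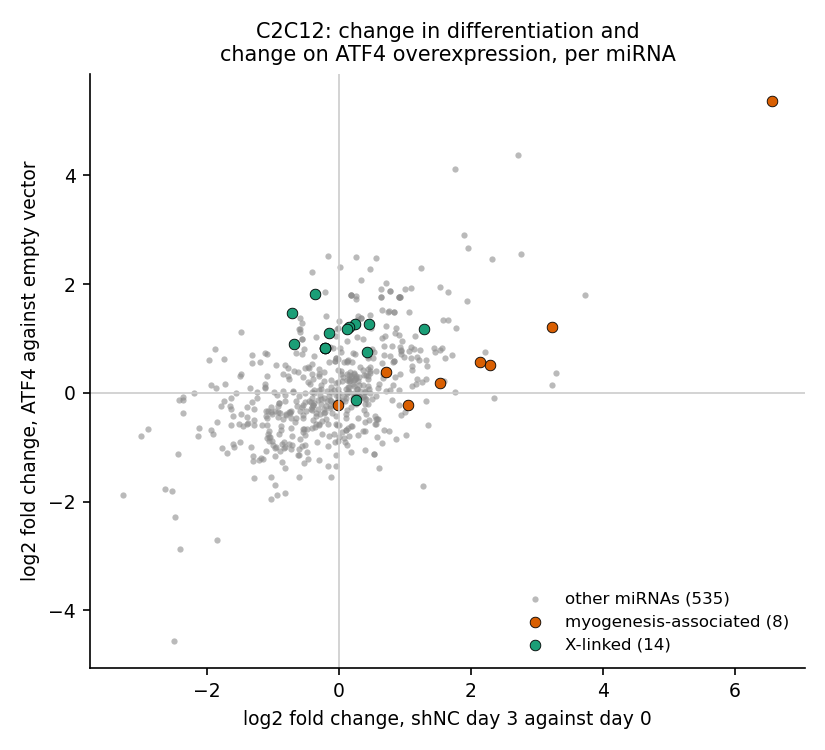
Each point is 1 miRNA, with the log2 fold change of shNC cells from day 0 to day 3 on the horizontal axis and that of ATF4 against empty vector on the vertical axis; myogenesis-associated and X-linked miRNAs are coloured. Points rise from lower left to upper right (Pearson correlation 0.55), and the highest coloured point is miR-1a-3p at 5.37.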

Furthermore, the primary transcripts of miR-133a-2 and miR-1a-1 were verified to be upregulated by ATF4 overexpression (Figure 3G). Subsequently, as miR-133a-2 and miR-1a-1 are derived from the same polycistronic miRNA and co-transcribed, we performed ChIP with an anti-ATF4 antibody in ATF4-overexpressing cells to further determine that ATF4 can regulate the transcription of miR-133a-2 and miR-1a-1 (Chen et al., 2006). By searching for potential ATF4-binding sites in the promoter region of these specific miRNA genes and designing qPCR primers for ChIP-qPCR, we found substantial binding of ATF4 in the promoter region of miR-1a-1 and miR-133a-2, indicating that ATF4 directly bound to the promoter region of these specific miRNA genes to promote their expression (Figure 3H).

As a result of differentiation initiation, ATF4 overexpression obviously impaired the proliferation of C2C12 myoblasts (Supplementary Figure 3F). Moreover, ATF4-overexpressing cells fused with each other in the growth medium not supplemented with any pro-differentiation factors (Figure 3I). In the growth medium, the fluorescent protein GFP was clearly expressed in myotube-like fused ATF4-overexpressing cells, illustrating that ATF4 can facilitate cell fusion and myoblast differentiation (Figure 3J). The RT-qPCR results further verified that ATF4 overexpression significantly increased the transcriptional level of myoblast fusion factors myomaker (*Mymk*) and myomixer (*Mymx*) (Supplementary Figure 3G) (Millay et al., 2013; Leikina et al., 2018). Importantly, overexpression of only ATF4 increased the MyoD protein level, which demonstrated that ATF4 can activate the differentiation program in myoblasts (Figure 3K).

Taken together, these results indicated that ATF4 facilitated the expression of a set of differentiation-associated miRNAs. This finding suggests that the PERK-ATF4 pathway is the major signaling pathway for miRNA regulation during myoblast differentiation and that ATF4, as a PERK-activating transcription factor, plays a key role in cell differentiation and fate determination.

### A Positive Feedback Loop Is Formed Between PERK-Regulated miR-128 and UPR by Regulating Ppp1cc in Myoblast Differentiation

To further identify the miRNAs affected by the PERK signaling pathway during myoblast differentiation, we first identified significantly downregulated miRNAs in PERK knockdown cells by using small RNA-seq data. 

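The 11 myogenesis-associated miRNAs marked in Figure 4A, the mature arms of miR-1a, miR-133a, miR-133b, miR-206 and miR-128, all had lower log2 fold changes than 0 in PERK knockdown cells at day 3, and 10 of them were called lower. Their median log2 fold change was -2.15 (95% interval from order statistics -3.76 to -1.35), or -2.07 with the low count set to 3 reads. Each of 10000 random lists matched on expression had a higher median. This percentile describes the pair of libraries and is not a test between conditions. In differentiation of shNC cells, 8 of the 11 were called higher and the median was 2.14 (95% interval 0.61 to 6.56). The list was chosen in the study on these libraries. Mir206 and Mir133b lie on chromosome 1 of GRCm38, at 20679010 to 20679082 and 20682769 to 20682887, both in exons of the lincRNA Gm28653.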

Unsurprisingly, myogenesis-associated miRNAs (mamiRs) that play important roles in signaling pathways were identified (Figure 4A) (Xie et al., 2018). 

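Mature miR-128-3p comes from 2 genes. Mir128-1 lies on chromosome 1 of GRCm38 at 128202361 to 128202430, in an intron of R3hdm1, and Mir128-2 on chromosome 9 at 112118636 to 112118711, in an intron of Arpp21 on the same strand as its host gene. The hairpins share the stretch TCTCACAGTGAACCGGTCTCTTT, which holds the 3p arm, so reads of miR-128-3p cannot be assigned to either gene. Ordered from the strongest fall at day 3, miR-128-3p ranked 9 of the 11 myogenesis-associated miRNAs, with a log2 fold change of -1.88. This order counts miR-1a-1-5p, whose reads are too few for a fold change, ahead of it. With its low count set to 3 reads, miR-1a-1-5p had -1.74, a smaller fall. The order of miR-128-3p and miR-128-1-5p is not resolved by the reads of the latter. The 5p arms of miR-128 do tell the genes apart, with far fewer reads. miR-128-2-5p fell from 110 reads in shNC cells to 4 reads in shPerk cells, a log2 fold change of -4.07 (95% interval -6.00 to -2.70), and ranked 1 of 11. miR-128-1-5p fell from 43 to 7 reads, a log2 fold change of -1.92 (95% interval -3.34 to -0.77). At day 0, miR-128-2-5p had 82 reads in shNC cells and 0 reads in shPerk cells, and miR-128-1-5p had 49 and 23 reads. The difference between the arms was not tested. In differentiation of shNC cells, miR-128-2-5p rose from 82 to 110 reads, a log2 fold change of 0.61 (95% interval 0.18 to 1.04), and miR-128-1-5p changed from 49 to 43 reads, a log2 fold change of -0.0059 (95% interval -0.63 to 0.61).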

As miR-128 was one of the most markedly downregulated mamiRs in PERK knockdown myoblasts (Figures 4A,B), we next investigated whether miR-128 is deeply implicated in myoblast differentiation. Immunofluorescence staining for MyHC showed that miR-128 promoted myoblast differentiation and myotube formation (Figures 4C,D). In addition, the larger size of the ER in the miR-128-overexpressing cells was corroborated by labeling the differentiated C2C12 myoblasts with the endoplasmic reticulum-specific probe concanavalin A (Figures 4E,F), implying a potential functional mechanism of miR-128 in the UPR. Furthermore, miR-128 promoted cell migration, a necessary step in the early differentiation of myoblasts, which requires greatly increased cell surface protein synthesis in the endoplasmic reticulum (Figure 4G). The transcriptional level of the myoblast fusion factors *Mymk* and *Mymx* was also significantly upregulated in miR-128-overexpressing cells (Supplementary Figures 4A,B). In addition, miR-128 overexpression immediately increased the expression of *Myod* after the differentiation of C2C12 myoblasts was induced (Supplementary Figures 4C,D). These observations indicated that miR-128 is involved in the early phase of myoblast differentiation by regulating UPR-associated physiological functions.

**FIGURE 4:**
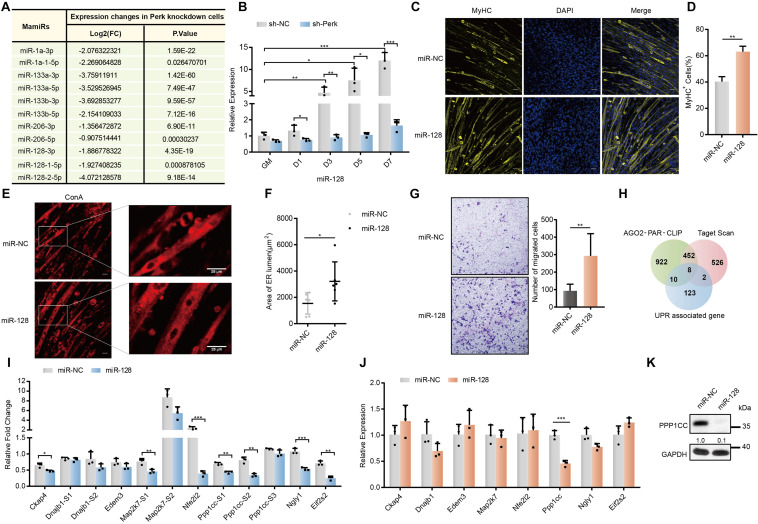
Screening of potential targets for miR-128 regulated by PERK. **(A)** Changes in the expression of mamiRs in PERK knockdown cells. **(B)** The relative expression levels of miR-128 in PERK knockdown cells and negative control cells. **(C)** Effects of miR-128 overexpression on MyHC expression and myotube formation. miR-128-overexpressing cells and negative control cells were incubated in differentiation medium for 3 days and were then stained with an anti-myosin antibody and DAPI (nuclei). Scale bar: 50 μm. **(D)** Quantification of percentage of MyHC^+^ myotubes in wild-type and miR-128-overexpressing cells incubated in differentiation medium for 3 days. **(E)** Effects of miR-128 overexpression on endoplasmic reticulum expansion. miR-128-overexpressing cells and negative control cells were incubated in differentiation medium for 3 days and were then fixed, permeabilized, and stained with Concanavalin A (endoplasmic reticulum). Scale bar: 25 μm. **(F)** The area of ER lumen was quantified by measuring the area of the ER lumen stained with Concanavalin A in the photographs. Values for the area of ER lumen from chosen two multinucleated myofibers of each photograph. **(G)** Cell migration assay showing the effects of miR-128 overexpression on myoblast migration. **(H)** Venn diagram showing the proportion of UPR-associated genes targeted by miR-128 as indicated by AGO2-PAR-CLIP or potentially targeted by miR-128 as indicated by TargetScan database analysis. **(I)** Luciferase reporter assay showing the effects of miR-128 on the wild-type (WT) or mutant (MT) reporter constructs. All luciferase activity levels were normalized to those of firefly luciferase driven by a single promoter in the reporter vector. **(J)** qRT-PCR assays showing the effects of miR-128 overexpression on potential targets. **(K)** Western blots showing the effects of miR-128 overexpression on the potential target *Ppp1cc.* GAPDH was used as the internal control (A representative western blot is shown, *n* = 3). The error bars indicate the mean ± standard deviation (SD) (*p < 0.05, **p < 0.01, ***p < 0.001) from three independent experiments.

To further investigate the potential targets of miR-128 related to the UPR, we combined UPR-associated genes with predicted miR-128 targets from our previous Ago2-PAR-CLIP data and TargetScan database analysis and found that the mRNAs of multiple factors related to the UPR may be regulated by miR-128 (Figure 4H) (Xie et al., 2018). We introduced these potential targets and important regulators of the UPR pathway into String online software to explore their functional relationships and found that *Ppp1cc*, *Nfe2l2*, and *Map2k7* are closely related to the UPR pathway (Supplementary Figure 4E). To verify the interactions between miR-128 and its potential targets, we constructed Renilla luciferase reporter vectors containing either a wild-type or mutant binding site for the potential target and transfected them into C2C12 cells. Among the potential targets we selected, miR-128 had a relatively high ability for direct binding to the target sites in *Ckap4*, *Ppp1cc*, *Map2k7*, *Nfe2l2*, *Eif2s2*, and *Ngly1* (Figure 4I). miR-128 significantly decreased the mRNA level of *Ppp1cc* in this group of potential targets (Figure 4J). The PPP1CC protein level was also markedly inhibited by miR-128, further verifying that miR-128 can potently block endogenous translation of *Ppp1cc* (Figure 4K).

Of note, the primary regulatory mechanism for the ATF4 protein level depends on the p-eIF2α-mediated translational mechanism, which is destabilized by a catalytic subunit (PP1) and a regulatory subunit, either GADD34 induced by ATF4 or the constitutively expressed paralogue CReP (Novoa et al., 2001). To study the relationship between PPP1CC and myoblast differentiation, we further generated stable PPP1CC overexpression and PPP1CC knockdown C2C12 cells (Supplementary Figures 5A,B and Supplementary Table 4). PPP1CC overexpression inhibited the phosphorylation of eIF2α and reduced the expression of total ATF4, but PPP1CC knockdown promoted the phosphorylation of eIF2α without the increase in the total ATF4 protein level resulting from the increased phosphorylation level of ATF4 (Figures 5A,B), indicating that PPP1CC can regulate the activity of the p-eIF2α-dependent signaling pathway. Unexpectedly, PPP1CC overexpression strikingly prevented the expression of MyHC and myotube formation (Figures 5C,D). Meanwhile, we photographed their cell morphology and found that PPP1CC-overexpressing cells remained undifferentiated, with a morphology similar to the rounded morphology of PERK knockdown cells (Figure 5E). Western blot analysis further verified that PPP1CC overexpression led to a decrease in protein levels of MyHC and MyoD (Figure 5F). However, knocking down PPP1CC could promote levels of MyoD in C2C12 myoblasts that were incubated in the growth medium (Figure 5G). Considering this result, we determined that inhibition of Ppp1cc by miR-128 is crucial for myoblast differentiation.

**FIGURE 5:**
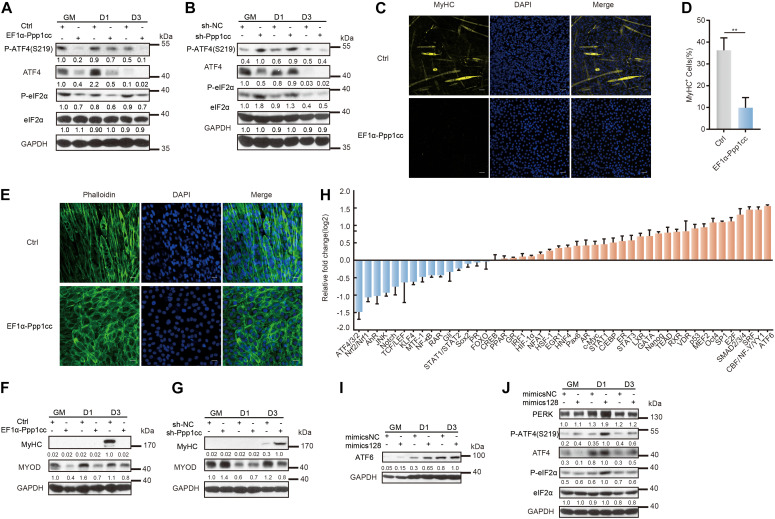
Ppp1cc is the target of miR-128 in a positive feedback loop regulating the UPR during C2C12 myoblast differentiation. **(A)** Western blots showing the effects of PPP1CC overexpression on the p-eIF2α-ATF4 signaling pathway during C2C12 myoblast differentiation. **(B)** Western blots showing the effects of PPP1CC knockdown on p-eIF2α-ATF4 signaling pathway during C2C12 myoblast differentiation. **(C)** Effects of PPP1CC overexpression on MyHC expression and myotube formation. PPP1CC-overexpressing cells and negative control cells were incubated in differentiation medium for 3 days and were then stained with an anti-myosin antibody and DAPI (nuclei). Scale bar: 50 μm. **(D)** Quantification of percentage of MyHC^+^ myotubes in wild-type and PPP1CC-overexpressing cells incubated in differentiation medium for 3 days. **(E)** Effects of PPP1CC overexpression on the morphology of myoblasts. PPP1CC-overexpressing cells and negative control cells were incubated in differentiation medium for 3 days and were then fixed, permeabilized, and stained with Phalloidin (F-actin) and DAPI (nuclei). Scale bar: 25 μm. **(F)** Western blots showing the effects of PPP1CC overexpression on the protein level of MyHC and MyoD during C2C12 myoblast differentiation. **(G)** Western blots showing the effects of PPP1CC knockdown on the protein level of MyHC and MyoD during C2C12 myoblast differentiation. **(H)** Luciferase reporter assay showing the effects of miR-128 overexpression on the activity of signaling pathways. The exponential calculation on the ratio was employed between each individual experimental value and the control value in their calculations of the luciferase data. **(I)** Western blots showing the effects of miR-128 overexpression on the ATF6 protein level during C2C12 myoblast differentiation. **(J)** Western blots showing the effects of miR-128 overexpression on the p-eIF2α-ATF4 signaling pathway during C2C12 myoblast differentiation. GAPDH was used as the internal control (A representative western blot is shown, *n* = 3). The error bars indicate the mean ± standard deviation (SD) (**p < 0.01) from three independent experiments.

To further verify the mechanism by which miR-128 regulates the UPR signaling pathway, we used the Cignal 45 signaling pathway reporting system to analyze the function of miR-128 in myoblasts. Importantly, the signaling pathway most significantly upregulated by miR-128 was the ATF6 pathway, while the pathway most obviously downregulated by miR-128 was the ATF4 pathway (Figure 5H). We found miR-128 promoted the ATF6 protein level in C2C12 myoblasts on the first day of induced differentiation (Figure 5I). Intriguingly, miR-128 immediately suppressed the total ATF4 protein level in the growth medium, but this effect was impaired when myoblasts were induced to differentiate (Figure 5J). Once myoblasts were induced to differentiate, miR-128 promoted the phosphorylation of eIF2α and further enhanced the translation of *Atf4*, but the phosphorylation of ATF4 on S219 was simultaneously promoted (Figure 5J). It has been reported that the f-box protein bTrCP, the receptor component of the E3 ubiquitin ligase SCF, can co-localize with ATF4 in the nucleus and bTrCP can control its stability by identifying the phosphorylated S219 site on ATF4 to promote the degradation of ATF4 (Lassot et al., 2001). The phosphatase PP1 is implicated in promoting the translation of *Atf4* and dephosphorylating ATF4 on S219, which is in turn implicated in regulating ATF4 to control the total ATF4 protein level in a time- and dose-dependent manner (Frank et al., 2010). The above experimental results indicate that miR-128 can regulate the activity of the PERK-eIF2α pathway by a positive feedback regulation of eIF2α phosphorylation and further promote the degradation of its downstream effector ATF4 by its phosphorylation on S219 to maintain the ATF4 protein level within a certain range and allow it to perform its functions within this range (Supplementary Figure 5C).

Together, our results suggest that PERK-regulated miR-128 is important for myoblast differentiation and that a positive feedback loop is formed between miR-128 and the UPR via the phosphatase subunit PPP1CC during myogenesis.

### ARPP21 Antagonizes miR-128 Activity by Co-regulating the Phosphatase Subunit PPP1CC During Myoblast Differentiation

ARPP21, encoding by the host gene of miR-128-2, has been implicated in different aspects of posttranscriptional regulation by binding mRNAs and interacting with the translation initiation complex eIF4F to prevent its association with uridine-rich elements in the 3′UTRs of miR-128 target genes during neural development (Rehfeld et al., 2018). To study the endogenous function of ARPP21 during myoblast differentiation, we first evaluated the expression of *Arpp21*. As shown, the ARPP21 protein level was markedly upregulated during the differentiation of C2C12 myoblasts (Figure 6A). We also examined levels of ARPP21 in skeletal muscle tissue samples from mouse embryos to determine whether the expression pattern described above is related to the *in vivo* function of ARPP21 in the context of organism development (Figure 6B). To further demonstrate whether the miR-128-mediated repression of *Ppp1cc* mRNA can be alleviated by ARPP21, we first detected the PPP1CC protein level in stable ARPP21-overexpressing cells (Figure 6C). We found that ARPP21 overexpression increased the PPP1CC protein level. Importantly, this effect was reversed by exogenous expression of miR-128 mimics, which led to a marked reduction in the PPP1CC protein level. As shown in Figure 6D, the uridine-rich element was adjacent to the miR-128 seed sequence in the 3′UTR of *Ppp1cc*. To further investigate the role of the *Ppp1cc* 3′UTR in ARPP21-mediated regulation, we constructed a Renilla luciferase (RL) reporter vector containing segments of the *Ppp1cc* 3′UTR. The reporter activity was normalized to the activity of co-expressed firefly luciferase (FL). We found that treatment of ARPP21-overexpressing cells with miR-128 mimics, preventing the repression of RL-Ppp1cc-S2 mRNA by miR-128, abolished the effects of ARPP21 on the activity of this reporter (Figure 6E).

**FIGURE 6:**
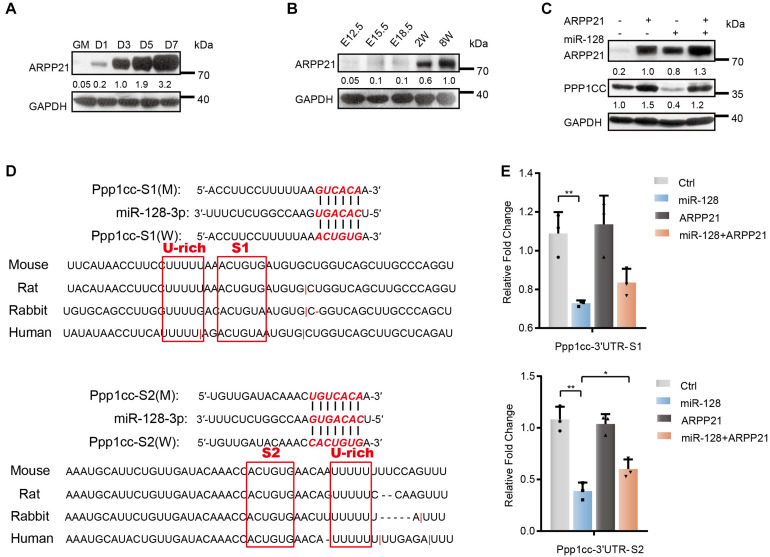
Antagonistic effect of ARPP21 and miR-128 on Ppp1cc mRNA. **(A)** Western blot analysis of ARPP21 in whole-cell lysates from differentiating C2C12 myoblasts. **(B)** Western blot analysis of ARPP21 in tissue lysates from developing mouse embryo muscle for ARPP21. **(C)** Western blots showing PPP1CC protein levels. ARPP21 leads to increased protein expression of PPP1CC. miR-128 leads to reduced expression of PPP1CC. ARPP21 rescued the inhibitory effects of miR-128 on *Ppp1cc*. **(D)** Sequence analysis of the *Ppp1cc* 3′UTR. **(E)** Luciferase reporter assay results showing the effects of miR-128 and ARPP21 on the 3′UTR reporter constructs. GAPDH was used as the internal control (A representative western blot is shown, *n* = 3). The error bars indicate the mean ± standard deviation (SD) (*p < 0.05, **p < 0.01) from three independent experiments.

Together, the above experiments indicate that the progressive ARPP21 during myoblast differentiation can reduce the inhibitory effects of miR-128 on *Ppp1cc*, negatively regulate miR-128, and avoid the constitutive UPR activity mediated by miR-128. This mechanism is consistent with the inactivation of stress responses, including the UPR, when myoblasts enter homeostasis at a later stage of differentiation.

## Discussion

Our study reveals the mechanism of PERK signaling in regulating miRNA networks during myoblast differentiation. A schematic of the molecular regulatory mechanism is shown in Figure 7. In the early stage of myoblast differentiation, stress responses, including the UPR, are activated in myoblasts. Once the PERK signaling pathway, one arm of the UPR, is activated, the downstream effector-phosphorylated eIF2α immediately promotes the translation of mRNAs with uORF structures, producing a large number of specific proteins, including ATF4. ATF4 can enter the nucleus, further activating the downstream transcription of specific genes, including many miRNA genes. Our study verified that ATF4, as a downstream effector of PERK signaling, can directly promote the expression of myomiRs, such as miR-1a and miR-133a, in myoblasts. Subsequently, miRNAs activated by the PERK signaling pathway can regulate the posttranscriptional level of a large number of mRNAs in the cytoplasm and inhibit their translation, resulting in dynamic changes in the proteome during myoblast differentiation. In addition, PP1 phosphatase catalytic subunit PPP1CC, the main regulatory protein of p-eIF2α dephosphorylation, was inhibited by PERK-regulated miR-128 during myoblast differentiation, demonstrating that a novel mechanism involving a positive feedback loop between miRNAs and the UPR is active in promoting myoblast differentiation in the early stage. Intriguingly, this mechanism not only positively regulates the functional activity of phosphorylated eIF2α but also promotes the phosphorylation and degradation of ATF4 so that the ATF4 protein level is maintained within a certain range. Along with the process of differentiation, the RNA-binding protein ARPP21, the product of the miR-128-2 host gene *Arpp21*, can antagonize the function of miR-128, thus promoting the expression of *Ppp1cc*, weakening the activity of the PERK-eIF2α signaling pathway and maintaining the homeostasis of myoblast differentiation.

**FIGURE 7:**
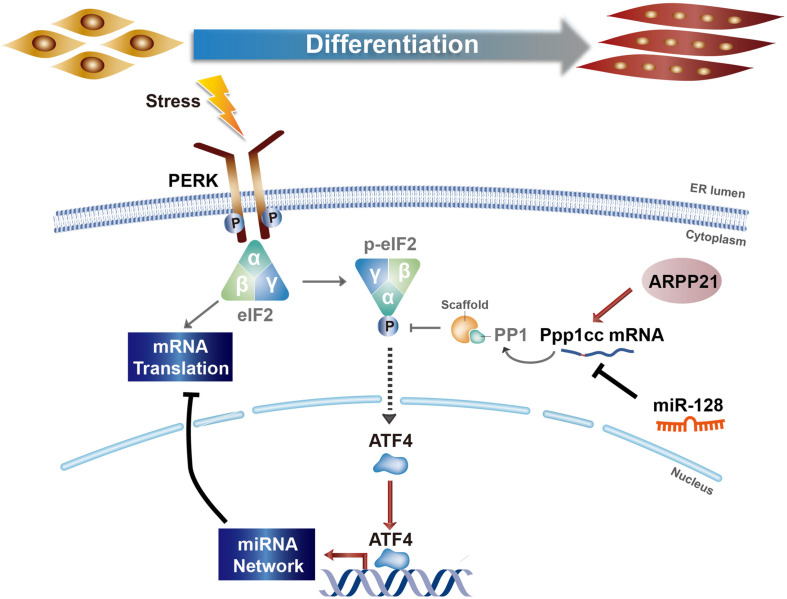
Model of the regulatory relationship between PERK and miRNA networks during myoblast differentiation.

PERK can affect miRNA networks associated with stemness and differentiation to determine the fate of myoblast differentiation, and it is interesting to determine whether this is a common mechanism in the process of cell differentiation. We therefore selected P19 mouse embryonic carcinoma cells for further research. We profiled miRNA expression in PERK knockdown P19 cells and negative control cells and found that knocking down PERK significantly affected the expression of a set of miRNAs, including 103 significantly upregulated miRNAs and 113 significantly downregulated miRNAs (Supplementary Figures 6A,B and Supplementary Table 9). 

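P19 cells are a line of mouse embryonal carcinoma cells that can be induced to form neurons. Small RNA libraries were sequenced from P19 cells with the negative control hairpin and with the hairpin against Perk, 1 library each, and the authors deposited RPM values for 696 miRNAs. Values under 1 RPM are listed at 0, for 10 miRNAs in shNC and 6 miRNAs in shPerk cells. By the steps of the values, which are whole multiples for 92.6% of values in shNC and 93.2% in shPerk cells, 1 RPM is about 7.92 reads in shNC and 4.46 reads in shPerk cells. The most abundant miRNA, miR-302b-3p, took 7.65% of the total in shNC and 18.1% in shPerk cells, and the 3 most abundant together took 19.3% and 36.5%. A larger share for a few miRNAs lowers the RPM of all others, so the scaling decides much of the direction here. The RPM values were treated like those of the ATF4 experiment.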

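With TMM factors, 241 of the 696 miRNAs were called in PERK knockdown P19 cells, 119 higher and 122 lower. With the RPM values as deposited, 44 were higher and 245 lower, since the median log2 fold change of all miRNAs was then -0.63 against -0.04 with TMM factors. Among miRNAs with a mean of at least 10 RPM, the largest rises were those of miR-196b-5p, from 6.95 to 67.54 RPM (log2 fold change 3.86), of miR-881-3p, from 7.96 to 44.43 RPM (3.06), and of miR-200b-3p, from 166.37 to 780.36 RPM (2.83). The largest falls were those of miR-3072-3p, from 202.88 to 14.58 RPM (log2 fold change -3.18), of miR-667-3p, from 204.14 to 16.83 RPM (-2.99), and of miR-668-3p, from 119.38 to 9.87 RPM (-2.98). The miR-290 and miR-302 clusters were abundant in these cells. Their 24 listed miRNAs had a median log2 fold change of 0.66 (95% interval -0.07 to 1.49), with 9 called higher and 2 lower, and a median of 0.05 with the RPM values as deposited. The clusters differed when split, a split made after the values were seen. The 10 miRNAs of the miR-302 cluster had a median of 1.75 (95% interval 0.75 to 2.22), or 1.15 with the RPM values as deposited, with 7 called higher and 0 lower. The 14 miRNAs of the miR-290 cluster had a median of -0.063 (95% interval -0.62 to 0.73), or -0.67 with the RPM values as deposited, with 2 called higher and 2 lower.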

The miRNA expression profile of PERK knockdown P19 cells was compared with those of undifferentiated P19 cells and P19 cells induced to differentiate into neurons for 4 days (Supplementary Table 10) (Huang et al., 2009). As expected, many miRNAs upregulated in P19 cell differentiation were downregulated in PERK knockdown P19 cells. 

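The array table of P19 neuronal differentiation is the paper's (Supplementary Table 10). A miRNA name of that table was taken as raised when most of its probes had an adjusted p-value under 0.05 and rose. It was taken as lowered by knockdown when at least 1 of the miRNAs matched to it was called lower and none higher. A name without a letter was matched to all miRNAs of its number, such as 27 for miR-466, so some names pool a family. Of 200 names measured by both, 60 were raised on the array, and 18 of these (30.0%) were lowered in PERK knockdown P19 cells, where independence would give 11.4. Of the other 140 names, 20 (14.3%) were lowered, an odds ratio of 2.57. Among the raised names, 8 were higher on knockdown. With the RPM values as deposited, 35 of the 60 raised names were lowered, where independence would give 26.7, since 54 of the 140 other names were then lowered too (odds ratio 2.23). With the array probes matched by sequence to the arm of the hairpin, 12 of 60 raised names were lowered, where independence would give 8.57. The overlap came mainly from 1 imprinted region of chromosome 12 between Dlk1 and Dio3 (109452823 to 110281097 in GRCm38). Without the miRNAs of this region, a comparison chosen after the data were seen, 3 of 45 raised names were lowered, where independence would give 3.10. miRNAs are not independent replicates, and the knockdown has 1 library per condition, so no p-value is given. From this comparison together with the pathway analysis of miRNA targets, the Nanog reporter and the NANOG western blot, which are not in these tables, the paper concludes that PERK acts on differentiation in more than 1 kind of cell through miRNA networks.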

KEGG pathway analysis of the targets of these differentially expressed miRNAs showed that the upregulated miRNAs were related to the pluripotent state (e.g., signaling pathway regulating pluripotency of stem cells) (Supplementary Figure 6D). We further determined that PERK suppression significantly upregulated the activity of stemness-related signaling pathways, such as the Nanog signaling pathway (Supplementary Figure 6F). Western blot analysis also showed that PERK knockdown significantly enhanced the NANOG protein level (Supplementary Figure 6E). These observations and analysis indicated that PERK regulates cell differentiation and fate determination through miRNA networks in different kinds of cells.

The UPR is a highly conserved signaling pathway that maintains endoplasmic reticulum homeostasis during the developmental process. Many studies have shown that the downstream effectors regulated by the three UPR sensors (PERK, IRE1, and ATF6) can affect the transcription and translation of a series of genes and participate in the regulation of cell growth, differentiation, and stemness maintenance. Our study reveals that PERK signaling acts as the main regulatory factor in the fate determination of myoblasts through regulating miRNA networks, further expanding our understanding of PERK signaling pathways in cell differentiation and biological development.

## Data Availability Statement

Small RNA sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE167878.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Sun Yat-sen University.

## Author Contributions

L-HQ supervised the project. L-HQ, Y-YT, and YZ designed the experiments. Y-YT, YZ, S-JX, and P-PC performed the experiments. Y-YT, YZ, BL, L-LZ, S-QM, and Q-JH analyzed the data. L-HQ, Y-YT, YZ, and Y-WO wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: PERK Signaling Controls Myoblast Differentiation by Regulating MicroRNA Networks
**Source:** Front Cell Dev Biol. 2021 May 28;9:670435. doi: 10.3389/fcell.2021.670435

## TITLES AND LEGENDS TO SUPPLEMENTARY FIGURES

### **Figure S1. Effects of UPR sensors knockdown during myoblast differentiation**

(A) The relative mRNA expression level of the three UPR sensors in differentiating C2C12 myoblasts.

(B) The relative mRNA expression levels of the three UPR sensors in developing mouse embryo muscle.

(C) The relative mRNA expression levels of *Myod* in PERK-, IRE1 $\alpha$ - or ATF6-knockdown cells and negative control cells.

(D) Concentration and time determination of PERK inhibitor (GSK2606414) on C2C12 myoblasts. Western blot analysis of p-PERK and p-eIF2 $\alpha$  in whole-cell lysates from C2C12 myoblasts under six different treatment concentration: 0  $\mu$ M, 2.5  $\mu$ M, 5  $\mu$ M, 10  $\mu$ M, 15  $\mu$ M, 25  $\mu$ M. Western blot analysis of p-PERK and p-eIF2 $\alpha$  in whole-cell lysates from C2C12 myoblasts under four different treatment time: 0 day, 2 days, 4 days, 6 days.

GAPDH was used as the internal control. (A representative western blot is shown, n=3.) The error bars indicate the mean  $\pm$  standard deviation (SD) (\*p < 0.05) from three independent experiments.

### **Figure S2. Validation of differentially expressed miRNAs in C2C12 myoblasts upon PERK knockdown.**

(A) RT-qPCR was used to verify the upregulated and downregulated miRNAs randomly selected in PERK-knockdown cells and negative control.

(B) Luciferase reporter assay showing the effects of PERK knockdown on relative luciferase activity of each stemness or differentiation pathway.

(C) Western blot analysis of the satellite cells marker PAX7 in tissue lysates from mouse foetal and perinatal muscle.

(D) Colony formation assay showing the effects of PERK knockdown on the proliferation of C2C12 myoblasts.

(E) CCK-8 assay showing the effects of PERK knockdown on the proliferation of

C2C12 myoblasts.

GAPDH was used as the internal control. (A representative western blot is shown, n=3.) The error bars indicate the mean  $\pm$  standard deviation (SD) (\*p < 0.05) from three independent experiments.

**Figure S3. Effects of ATF4 overexpression on myoblast differentiation.**

(A) The relative mRNA expression levels of *Atf4* in differentiating C2C12 myoblasts.

(B) The relative mRNA expression levels of *Atf4* in developing mouse embryo muscle.

(C) Luciferase reporter assay showing the effects of PERK knockdown on the activity of ATF4 signalling pathway.

(D) RT-qPCR was used to detect the effects of ATF4 overexpression on the transcription level of *Atf4*.

(E) Western blot analysis of whole-cell lysates from ATF4-overexpressing cells and negative control cells to determine the overexpression efficiency.

(F) Colony formation assay showing the effects of ATF4 overexpression on the proliferation of C2C12 cells.

(E) RT-qPCR was used to detect the effects of ATF4 overexpression on the transcriptional level of fusion factors.

GAPDH was used as the internal control. (A representative western blot is shown, n=3.) The error bars indicate the mean  $\pm$  standard deviation (SD) (\*p < 0.05) from three independent experiments.

**Figure S4. Effects of miR-128 overexpression on myoblast differentiation**

(A) and (B) RT-qPCR was used to detect the effects of miR-128 overexpression on the transcriptional level of fusion factors.

(C) Western blots showing the effects of miR-128 overexpression on MyoD.

(D) RT-qPCR was used to detect the effects of miR-128 overexpression on the transcription level of MyoD.

(E) Schematic diagram of functional relationship of potential targets analyzed by

String.

GAPDH was used as the internal control. (A representative western blot is shown, n=3.) The error bars indicate the mean  $\pm$  standard deviation (SD) (\*p < 0.05) from three independent experiments.

**Figure S5. Regulatory mechanism of miR-128 in p-eIF2 $\alpha$ -ATF4 signalling pathway.**

(A) Western blot analysis of whole-cell lysates from PPP1CC knockdown cells and negative control cells to determine the knockdown efficiency.

(B) Western blot analysis of whole-cell lysates from PPP1CC-overexpressing cells and negative control cells to determine the overexpression efficiency.

(C) Schematic diagram of feedback regulation for PERK pathway by miR-128.

GAPDH was used as the internal control. (A representative western blot is shown, n=3.)

**Figure S6. MicroRNA profiles and stemness changes in P19 cells upon PERK knockdown.**

(A) Western blot analysis of whole-cell lysates from PERK-knockdown P19 cells and negative control cells to determine the knockdown efficiency.

(B) A volcano plot of differentially expressed miRNAs in PERK knockdown P19 cells.

(C) and (D) KEGG analysis of differentially expressed miRNAs in PERK knockdown P19 cells.

(E) Western blots showing the effects of PERK knockdown on the expression of reprogramming factors.

(F) RT-qPCR was used to detect the effects of PERK knockdown on reprogramming factors.

GAPDH was used as the internal control. (A representative western blot is shown, n=3.) The error bars indicate the mean  $\pm$  standard deviation (SD) (\*p < 0.05) from three independent experiments.

Figure S1

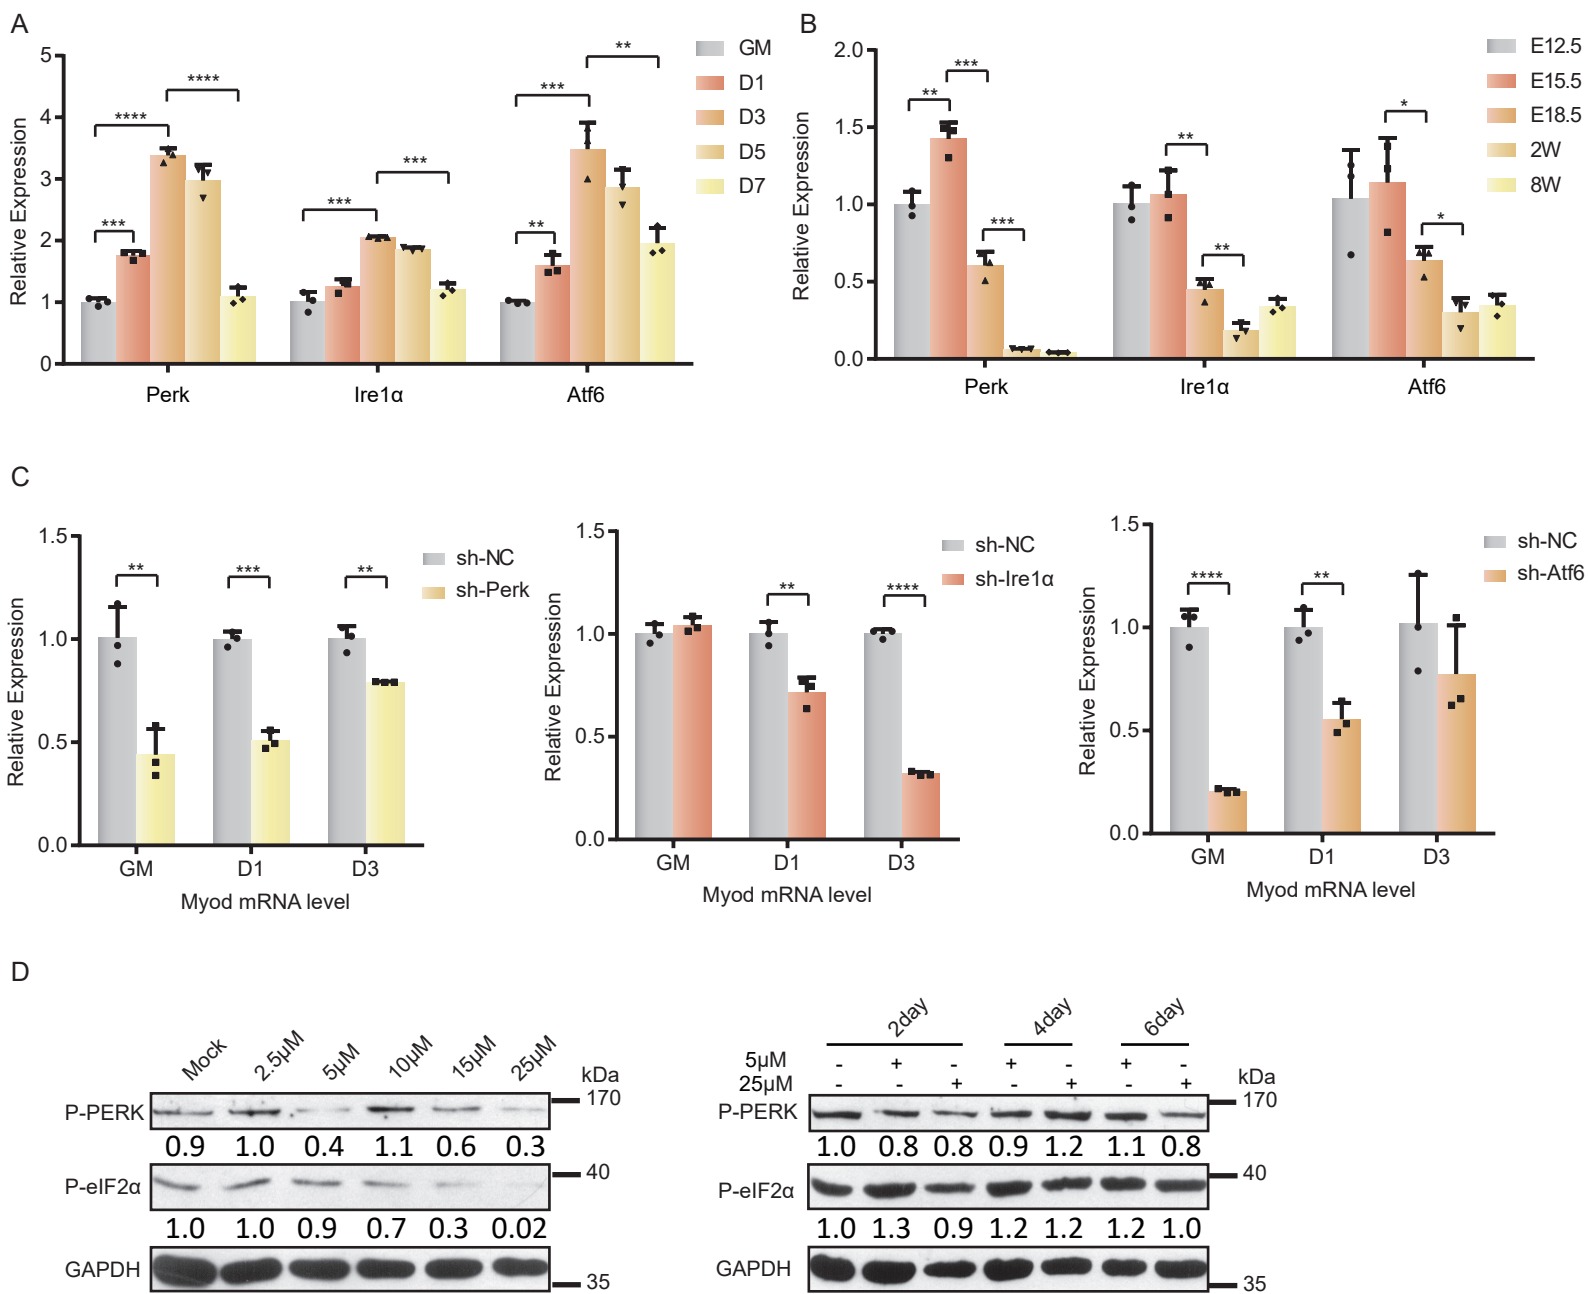

Figure S2

A

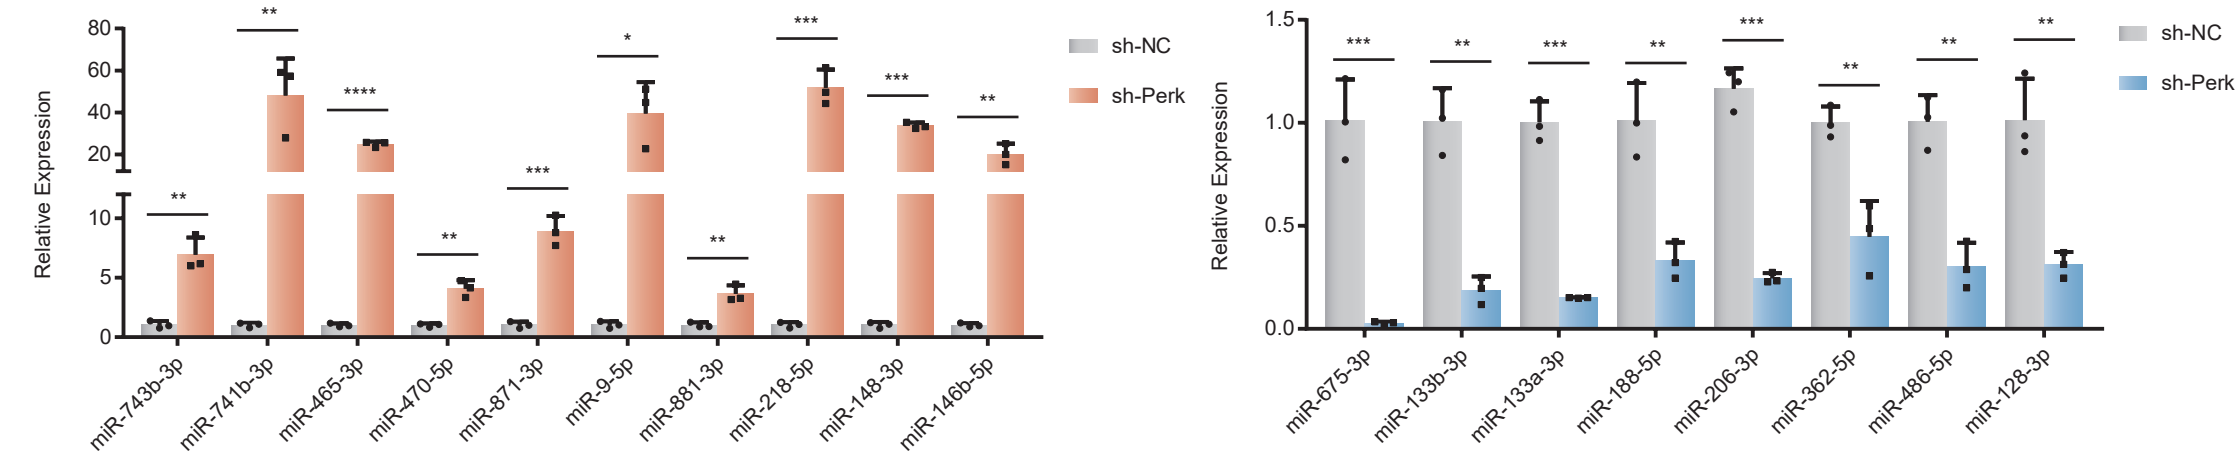

B

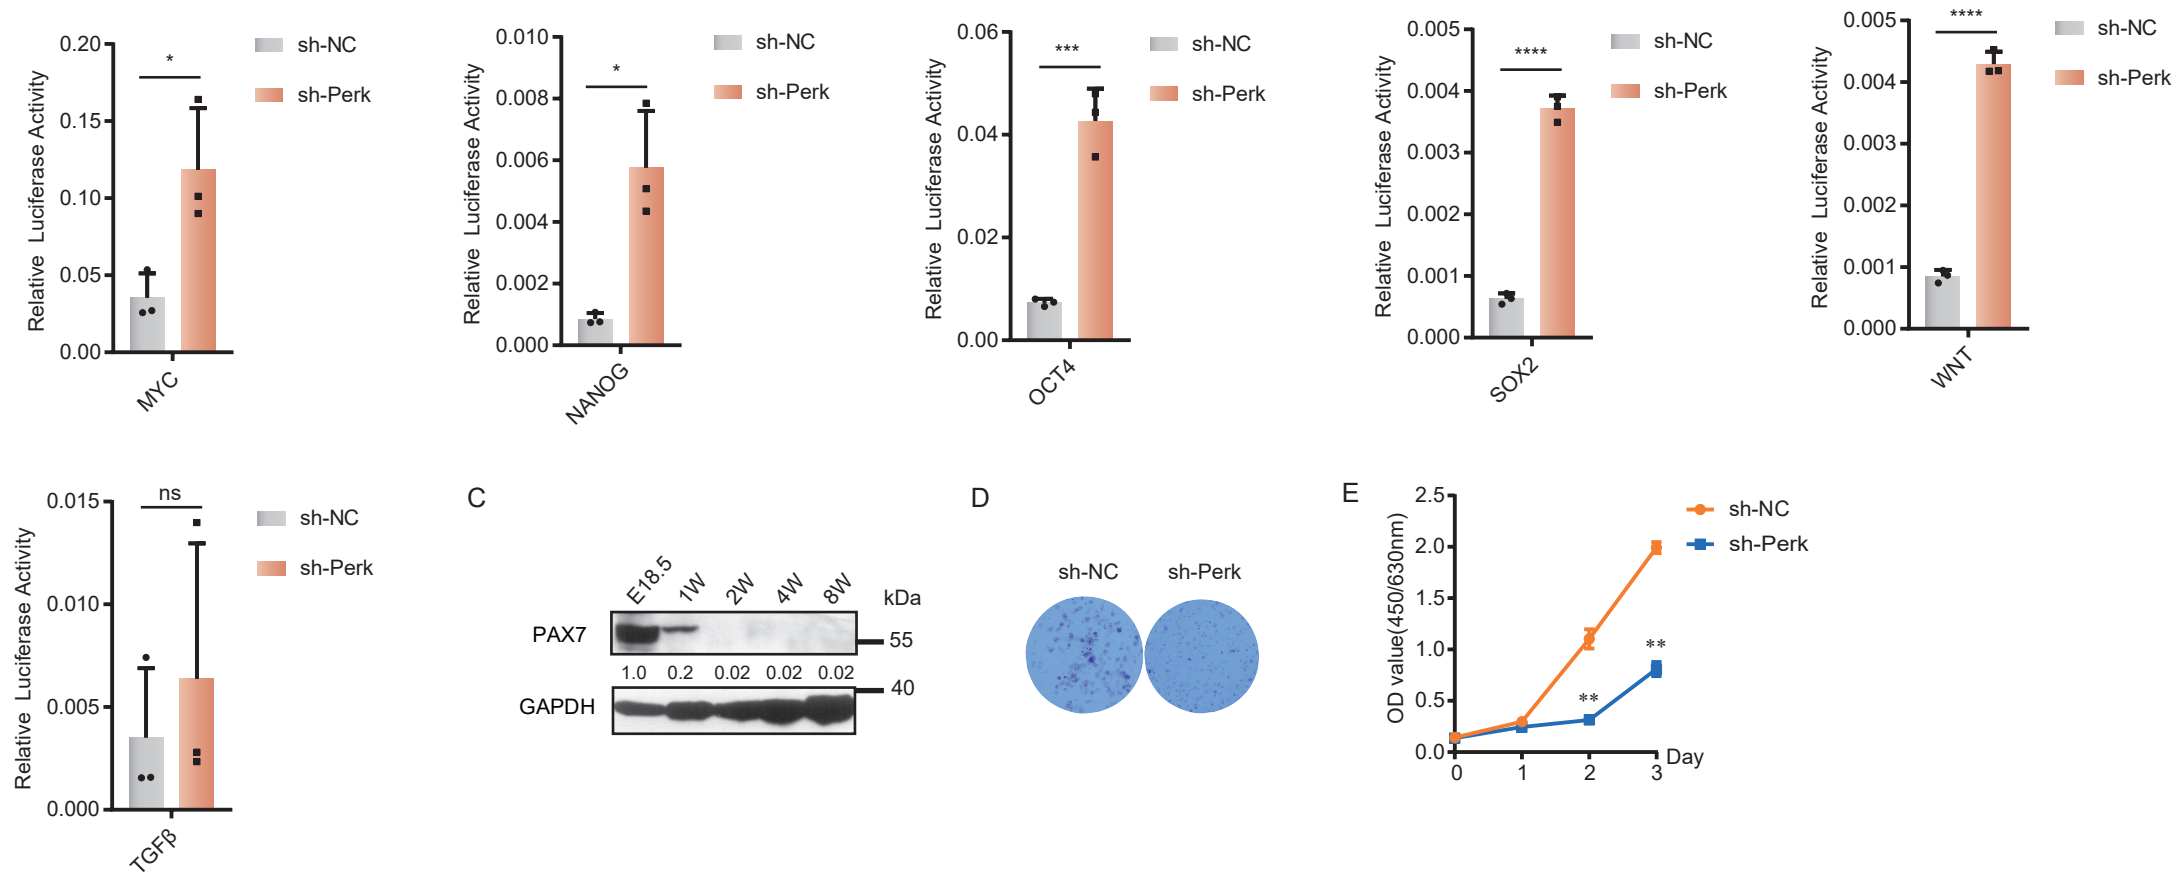

D

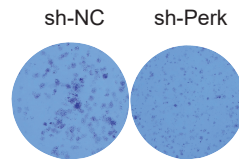

E

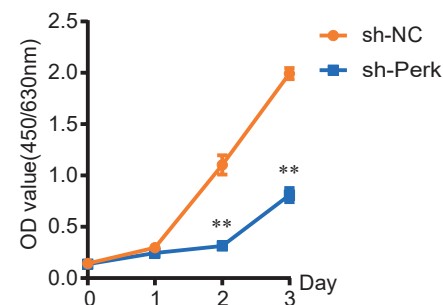

Figure S3

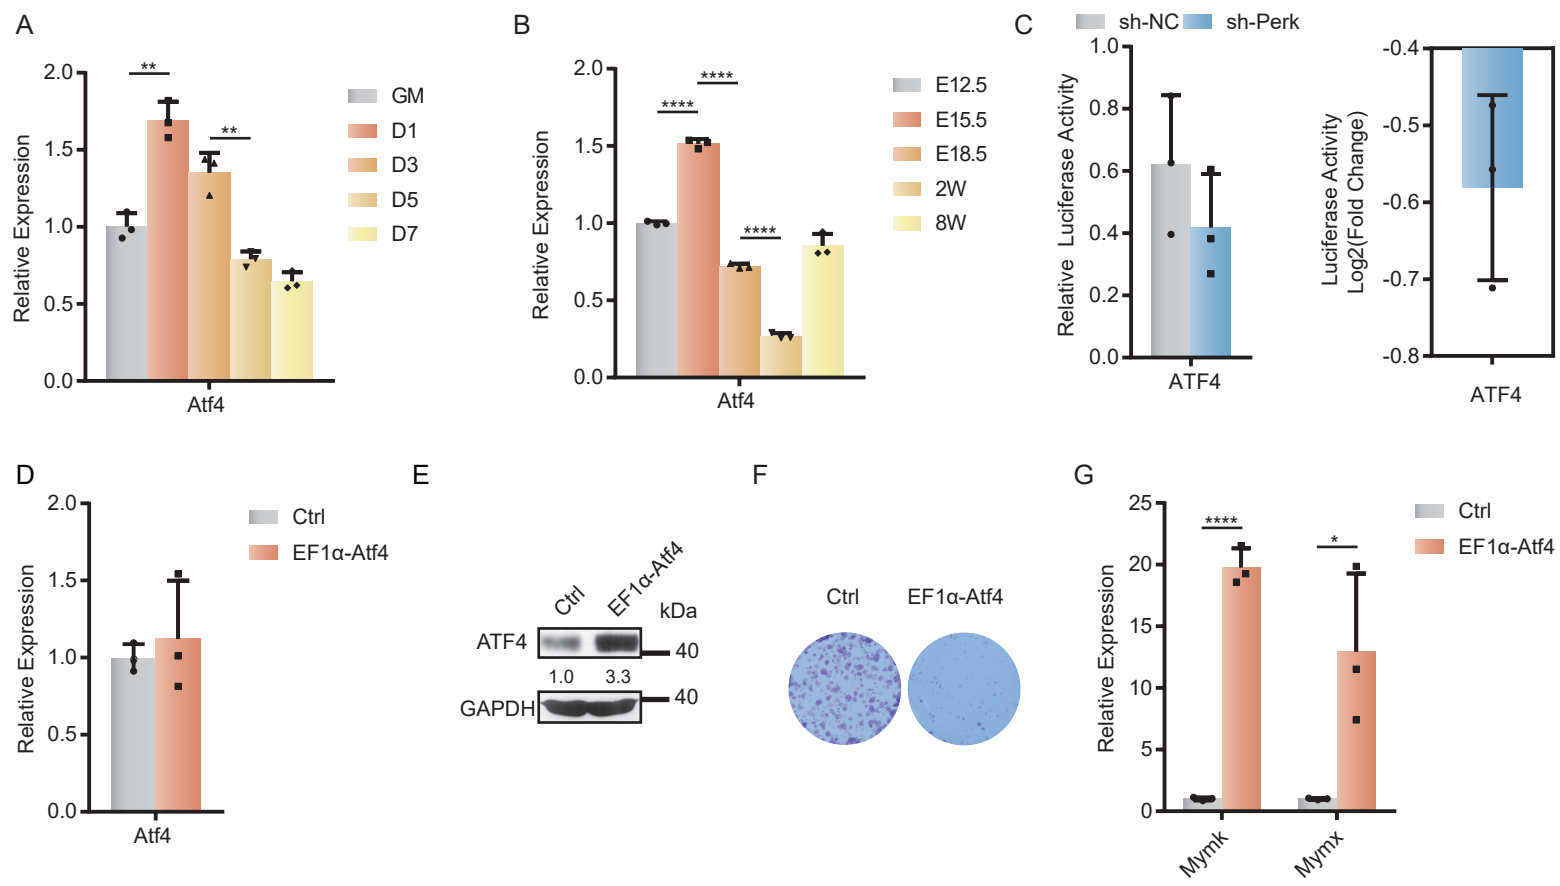

Figure S4

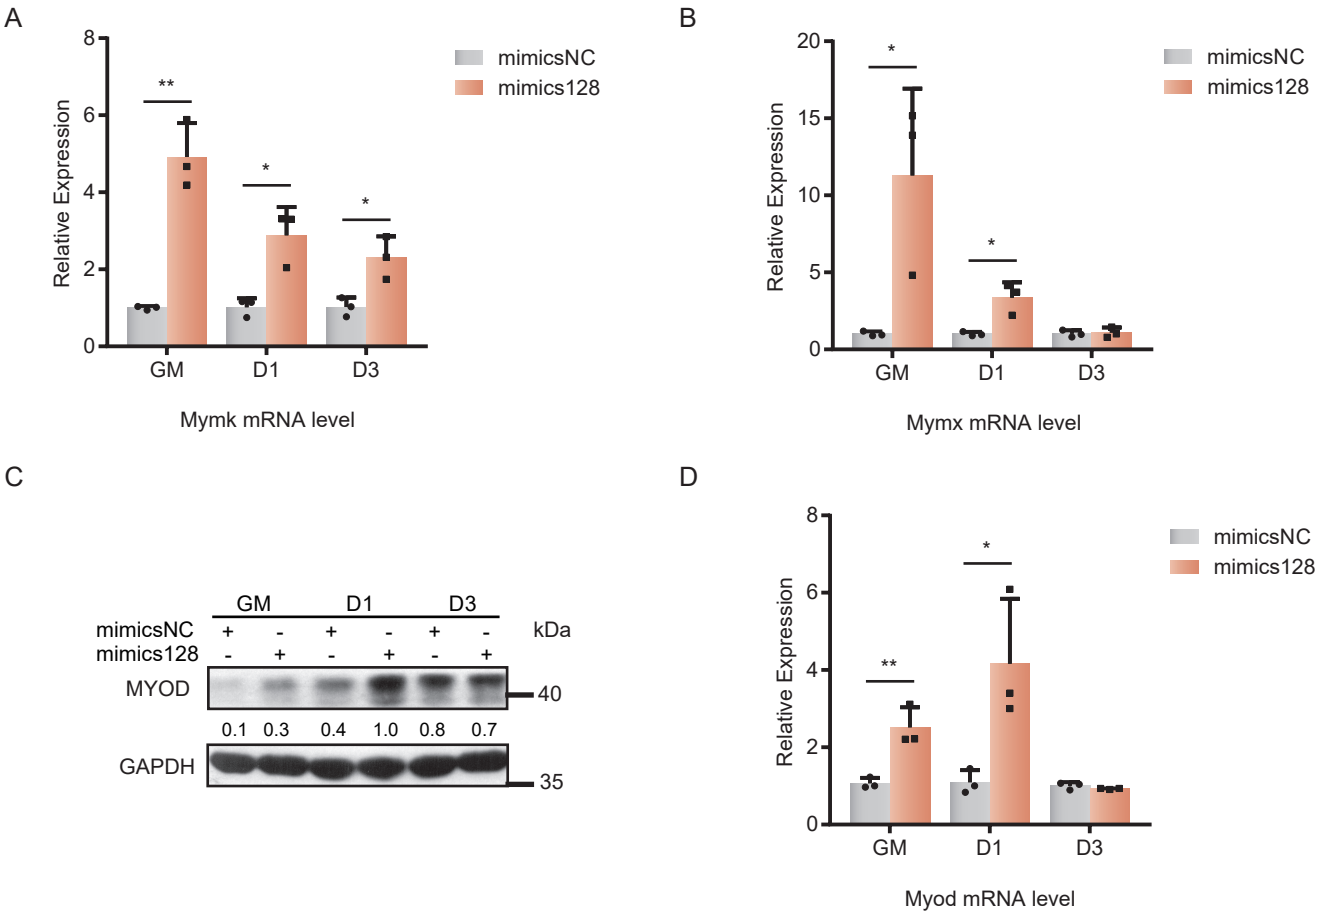

**E**

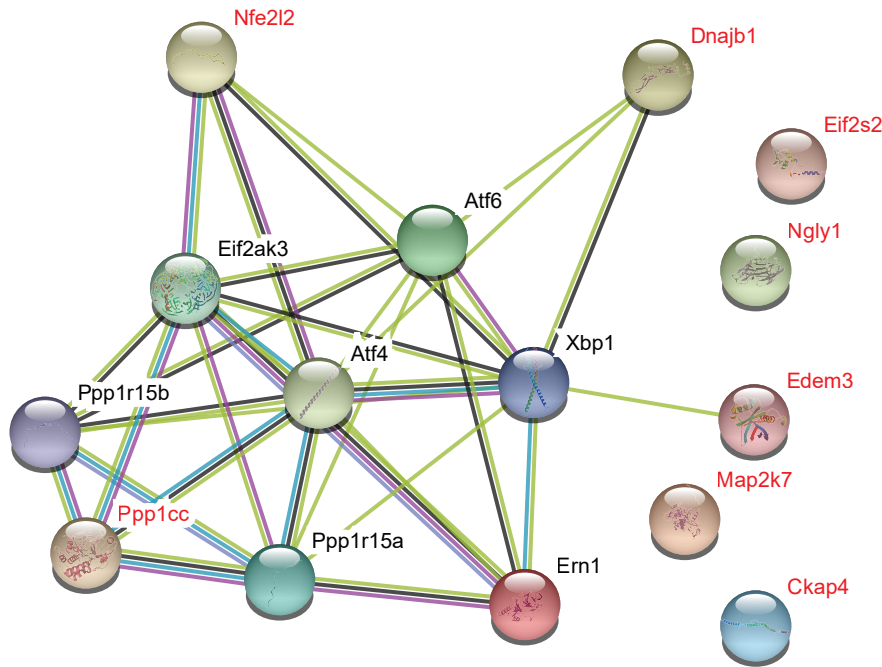

Figure S5

A

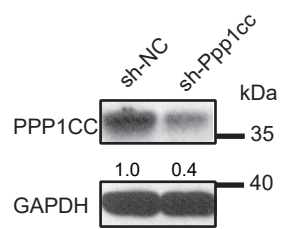

B

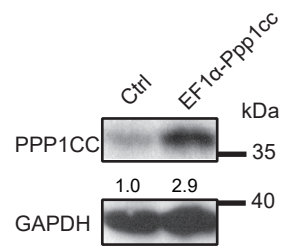

C

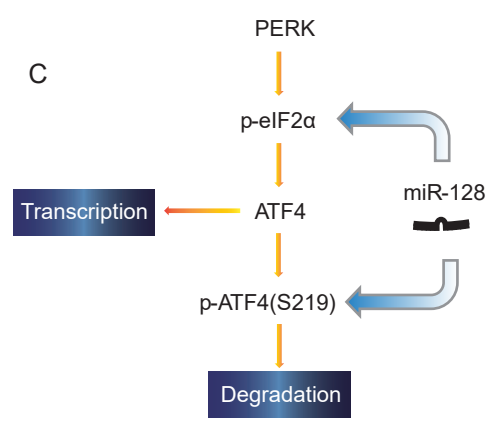

A

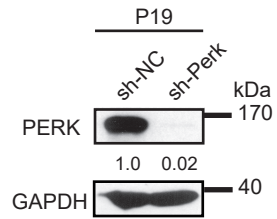

B

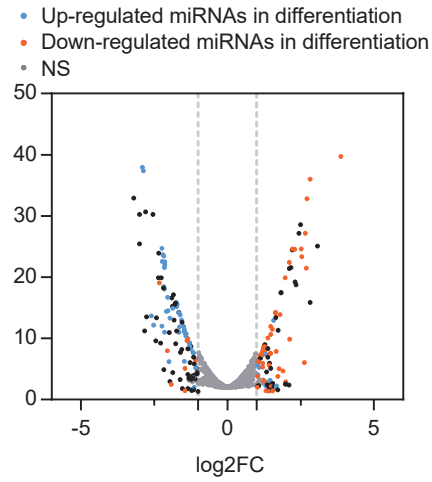

C

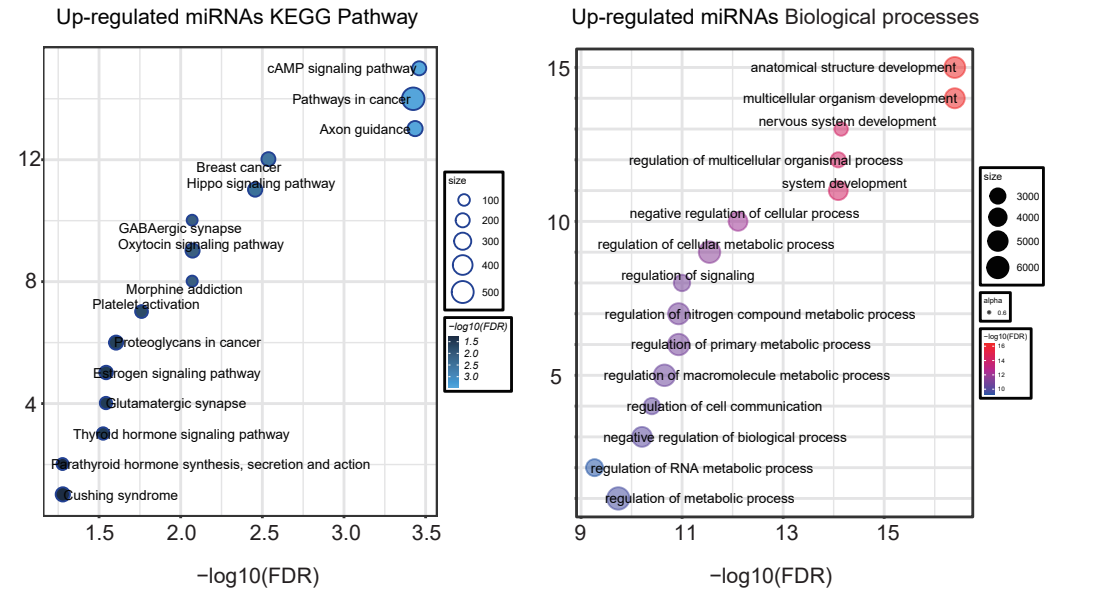

D

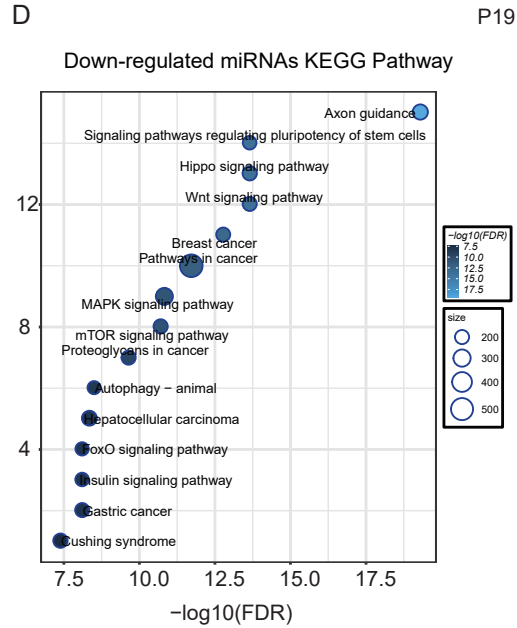

P19

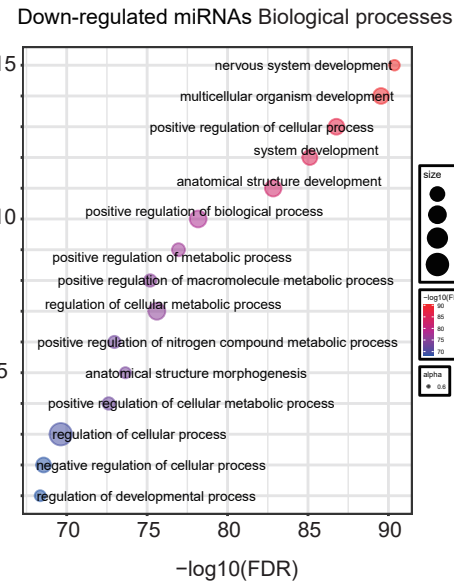

E

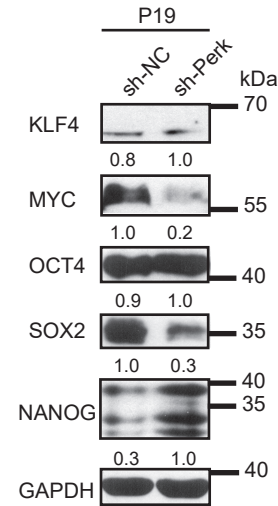

F

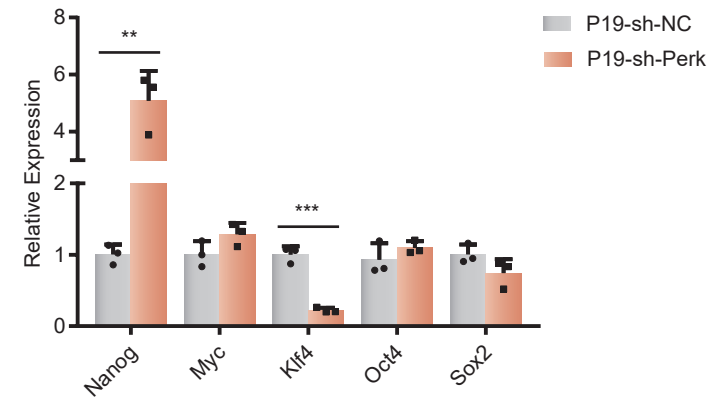

**Supplement:** Supplementary file 11

How the deposited data were processed for this re-analysis (not part of the article)

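Small RNA was sequenced from 8 samples, 1 library each: C2C12 cells with a control hairpin (shNC) or a hairpin against Perk (shPerk) at day 0 and day 3 of differentiation, C2C12 cells with an empty vector or an ATF4 vector, and P19 cells with the control hairpin or the hairpin against Perk. All columns of the deposited tables were mapped to a condition by their labels. The day and the induction state of the P19 cells are not given in the labels. The paper's array table of P19 neuronal differentiation was used as the paper's.

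The authors had a company ligate linkers to both ends of the RNA, reverse-transcribe, amplify and gel-select the product, and annotate the reads with bowtie. For the 4 C2C12 hairpin libraries the authors deposited the raw count of reads on each mature miRNA. The aligner version, the miRNA annotation release and the rule for reads that match several miRNAs are not stated. For the ATF4 and the P19 pairs the authors deposited RPM values, scaled to the reads counted on miRNAs, with values under 1 RPM listed at 0. The log2 fold changes that the authors deposited for the count tables equal those of edgeR with TMM factors from every miRNA. Those of the RPM tables equal the ratio of the RPM values where both are above 0. For values listed at 0, 65 in the ATF4 pair and 16 in the P19 pair, the deposited fold changes imply other values. These are 0.41 to 0.99 RPM in the ATF4 pair and 0.5 to 0.88 RPM in the P19 pair. The p-value and the q-value deposited by the authors come from a test that the paper's text does not name.

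The comparisons were set before the data were examined: shPerk against shNC at day 3 and at day 0, day 3 against day 0 in shNC cells, ATF4 against vector, and shPerk against shNC in P19 cells. Here and below, this means before the deposited values were examined. The paper's supplementary fold changes from these libraries had been read by then, so the choices were not blind to the results. Day 3 against day 0 in shPerk cells was added after the data were seen. That design assumed counts in all tables. In the RPM tables, TMM factors were computed on the RPM values, values at 0 were set to 1 RPM, and calls rest on the fold limit alone, without a test on reads.

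In the count tables, miRNAs with at least 1 CPM in at least 1 of the 2 libraries compared were tested. Log2 fold changes used TMM factors and edgeR's default prior count. A miRNA was called when its log2 fold change was beyond 1 and the Benjamini-Hochberg adjusted p of a two-sided exact binomial test on the reads was under 0.05. No fold is printed against a library at or under 3 reads, and list medians are also given with such counts set to 3 reads. Intervals for reads are 95% Clopper-Pearson intervals and those for correlations use Fisher's transformation. Intervals of list medians use order statistics and treat the members as independent. Arms, neighbours and members with the same reads are not, so these intervals can be too narrow. Replicates are absent, so these tests hold for the libraries and no p-value is given for a condition. The miRNAs named are, for each comparison, the 3 called miRNAs with the largest change in each direction at a mean of at least 10 CPM or RPM, and the miRNAs the paper names. The depth per library in the count tables lay between 8800977 and 11993448 reads.

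The lists were the myogenesis-associated miRNAs, the X-linked miRNAs, the miR-290 and miR-302 clusters, the Dlk1-Dio3 region and the Sfmbt2 cluster. The median of each was set against 10000 random lists drawn from the 50 miRNAs nearest in expression to each member, as a description. Positions are from GENCODE annotation on GRCm38. For the array, names were matched by miRNA number and letter, and the paper's mark for raised miRNAs set the sign. Where the name or the miRNA had no letter, the number alone was matched. The Fisher test set for this overlap before the data were examined is given as the odds ratio only, since miRNAs are not independent.

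The calls were tested on simulated data. With 200 changed miRNAs and counting noise only, 98.0% were recovered with 2 false calls among 352 unchanged miRNAs. With a coefficient of variation of 0.2 between replicates, 97.0% were recovered with 11 false calls among 353, and the 95% intervals held the true value for 50.5% of the changed miRNAs, against 96.5% with counting noise only. All simulated changes lay beyond the fold limit, so these shares do not give the recovery of smaller changes. Changed miRNAs were not simulated at a coefficient of 0.4. For unchanged data, edgeR's exact test at an assumed coefficient of 0.4 made 0 false calls. Of 100 random lists, 6 fell outside the central 95% of the matched lists. The search for the RPM step was checked on 3 simulated columns.

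The alternatives were other scalings (total counts, DESeq2's median of ratios, edgeR's upper quartile), filters, a prior count of 2, collapsed families, assumed coefficients of variation of 0.1, 0.2 and 0.4 in edgeR's exact test, and unadjusted p. For the RPM values the prior count was added in RPM, 0.125 in the main setting and 2 in the alternative. Alternatives that use the values deposited by the authors were added after the data were seen. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Perk and Atf4 mRNA, pathway enrichment, RT-qPCR, western blots and ChIP have no data in these tables and were left out.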

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

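The tests of changes that arise only after induction, and those of a difference between the lines, were chosen only after the results were seen.

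PERK knockdown cells at day 0, before differentiation was induced, are a comparison the paper does not report on. There, 204 of 602 miRNAs were called, 93 higher and 111 lower. Among called miRNAs with a mean of at least 10 CPM, the largest rises were those of miR-142a-3p (log2 fold change 6.63), miR-142a-5p (5.69) and miR-743b-3p (4.57), and the largest falls those of miR-383-5p (-5.95), miR-675-5p (-4.67) and miR-675-3p (-4.54). The day 0 and day 3 knockdown changes share no library, and their correlation over 552 miRNAs was 0.78 (95% interval 0.75 to 0.81), which argues against changes that arise only after induction. Removing the trend on GC content of the hairpins and on expression left it at 0.76, which argues against hairpin GC content as the whole cause. The GC content of the mature arms, which were sequenced, was not tested. A difference between the shPerk and shNC lines other than PERK, such as an off-target effect of 1 hairpin or a difference between lines that arose in culture, cannot be told apart from the loss of PERK, since each arm has 1 line. The correlation of the P19 change was 0.12 with the day 0 change (95% interval 0.04 to 0.21, Spearman's rho 0.06) and 0.28 with the day 3 change, which does not decide this, since an off-target effect of a hairpin used in both lines would also be shared.

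In PERK knockdown P19 cells, miRNAs of the imprinted region between Dlk1 and Dio3 on chromosome 12, which the paper does not discuss, were lower. The median log2 fold change of the 91 listed miRNAs was -1.81 (95% interval -2.01 to -1.65), with 82 called lower and all 91 below 0 with TMM factors. The interval treats these neighbours as independent and can be too narrow. The highest median over the 4 scalings was -1.76, which argues against the scaling. The 99 array-raised miRNAs outside the region had a median of -0.12 (95% interval -0.20 to 0.03) with 6 called lower and 10 higher, against 0.16 for all 605 miRNAs outside the region, of which 40 were called lower and 119 higher. A loss of miRNAs raised in neuronal differentiation as a class would lower most of these 99 as it did the region, which the 6 called lower argue against. A smaller shift of this class is not excluded. A change of this imprinted region in 1 line that is unrelated to PERK cannot be told apart from an effect of PERK, since only 1 miRNA of the region passed the filter in C2C12 cells at day 3. An effect of PERK on the region remains open as an untested hypothesis.

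miR-1a-3p and miR-133a-3p changed in opposite directions on PERK knockdown in the 2 cell lines. In P19 cells miR-1a-3p had a log2 fold change of 2.31 and miR-133a-3p of 1.67, against -2.07 and -3.76 in C2C12 cells at day 3. The difference was not tested, as there is 1 library per condition. In P19 cells the lowest value of miR-1a-3p over the 4 scalings was 1.71 and that of miR-133a-3p was 1.07, which argues against scaling. Both miRNAs are low in P19 cells, at 21.22 and 12.12 RPM in shNC cells, and no counting interval can be given there. A difference between the cell types is open and was not tested.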

How the results depend on the processing

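Of 58 counts of changed miRNAs under an alternative, 46 stayed within 1.5 times the main count and 12 did not. The assumed spread between replicates moved the counts most. With edgeR's exact test at a coefficient of variation of 0.4, 51 miRNAs were called at day 3 on knockdown, 56 at day 0 and 7 in differentiation, and with unadjusted p at this coefficient 114, 96 and 48. At 0.2, 93 were called in differentiation. A mean of at least 50 counts, which tests fewer miRNAs, gave 133 calls at day 0 and 101 in differentiation. With the log2 fold change and the unadjusted p-value deposited by the authors together, chosen after the data were seen, 161 were called at day 3, 138 at day 0 and 88 in differentiation, the first 2 just within 1.5 times the main count. With that p-value on the fold changes and the filter used here, also chosen after the data were seen, each of the 3 counts was lower by more than 1.5 times. For ATF4, adding 2 RPM to the values gave 86 calls, and the q-value deposited by the authors, also chosen after the data were seen, gave 68.

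The share of higher calls moved by more than its interval in 10 of 28 values. In differentiation, total counts gave 48 higher and 129 lower and upper-quartile factors 58 and 105, against 71 and 84.

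Among the values of named miRNAs under an alternative, 290 kept their direction and their call, 3 lost the call, 2 gained it and 2 reversed. The reversed value is that of miR-128-1-5p in differentiation, 0.034 with median-of-ratios factors and 0.086 with TMM factors from every miRNA (chosen after the data were seen), against -0.0059.

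Of 72 list medians, 61 stayed within their interval. The X-linked median in differentiation was 0.027 with median-of-ratios factors, against -0.013. It was 0.77 with upper-quartile factors and 0.76 with 2 RPM added to the values in ATF4 cells, and 0.87 with total counts in P19 cells. With total counts the Dlk1-Dio3 median in P19 cells was -2.40, and the Sfmbt2 median was 0.54 at day 3 on knockdown, 0.074 in differentiation and -0.50 in P19 cells, the last a reversal. With upper-quartile factors the Sfmbt2 median was 0.23 in differentiation, 1.11 in ATF4 cells and -0.059 in P19 cells, again a reversal. Scaling moves all miRNAs of a comparison by about the same amount, so the changes with scaling follow from its construction. Adding 2 RPM to both values shrinks fold changes by construction too.

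The correlation of knockdown with differentiation was 0.40 with the day 0 in place of the day 3 knockdown, where the shared control enters with the other sign. Scaling cannot move a correlation. The array overlap was 35 names with RPM values as deposited and 3 without the Dlk1-Dio3 region, both chosen after the data were seen. For the counts, the overlap and miR-128-1-5p, the cause was not tested.

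The edgeR exact tests, the unadjusted p and the filter-free setting were not run on the ATF4 and P19 tables, which hold no counts and had lost their low values. Depth limits the 5p arms with few reads, whose intervals are wide.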

Differences from the paper's values

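The 44 values compared were counts of called miRNAs and log2 fold changes. Counts were taken to differ only beyond 1.5 times, and none did, though they were not equal. At day 3 on knockdown they were 121 higher and 119 lower against the paper's 112 and 117. In P19 cells they were 119 and 122 against 103 and 113, and with ATF4 85 and 50 against 76 and 44. The 6 values that differed were all log2 fold changes for differentiation in shNC cells against the paper's Supplementary Table 2. Of these, 5 differed by more than the counting error and miR-128-1-5p in sign only. The log2 fold change of miR-133b-3p was 2.29 against the paper's 2.38, that of miR-1a-3p was 6.56 against the paper's 6.66, and that of miR-128-1-5p was -0.0059 against the paper's 0.086. With DESeq2's median-of-ratios factors these were 2.33, 6.60 and 0.034, within the counting error for the first 2 and of the paper's sign for miR-128-1-5p. Total counts, upper-quartile factors and a prior count of 2, also set before the data were examined, did not do this. The 95% interval of miR-128-1-5p, -0.63 to 0.61, holds the paper's value, so its sign is not resolved by its reads. The log2 fold change of miR-133a-3p was 3.22 against the paper's 3.32, that of miR-206-3p was 2.14 against the paper's 2.23 and that of miR-128-3p was 1.05 against the paper's 1.14. None of the alternatives set before the data were examined closed the gap for these 3 miRNAs. TMM factors from every miRNA, chosen after seeing the values, gave the paper's values for all 6. For knockdown at day 3, the same setting moved 4 miRNAs away from the paper's values, from which the main setting did not differ: miR-1a-3p to -2.14 against the paper's -2.08, miR-206-3p to -1.42 against the paper's -1.36, miR-128-3p to -1.95 against the paper's -1.89 and miR-351-5p to -2.61 against the paper's -2.55.

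The paper calls miR-128 one of the most strongly lowered myogenesis-associated miRNAs on knockdown. Here miR-128-3p ranked 9 of 11 in that list by log2 fold change at day 3 (-1.88), and miR-128-2-5p, with few reads, ranked 1 of 11 (-4.07). The rank of miR-128-3p rests in part on arms with few reads. With its low count set to 3 reads, miR-1a-1-5p falls behind it (-1.74). The interval of miR-128-1-5p, -3.34 to -0.77, holds -1.88.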

Other observations

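The tests of ATF4 as the carrier of the loss of PERK and of a blocked induction in PERK knockdown cells were chosen only after the results were seen.

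ATF4 overexpression and PERK knockdown at day 0 moved miRNAs in the same direction more often than in opposite directions. Their correlation over 560 miRNAs was 0.44 (95% interval 0.37 to 0.51), and no library is shared. Of the 93 miRNAs higher on knockdown at day 0, 74 were listed in the ATF4 experiment, 31 called higher and 3 lower, and of the 111 lower, 101 were listed, 19 called lower and 2 higher. A negative correlation would follow if the loss of PERK acted through less ATF4 and overexpression mirrored that loss. The mirroring was not tested, and a difference between lines could also give 0.44, so it does not decide this. The paper reports less ATF4 protein and reporter activity on PERK knockdown. miR-1a-3p and miR-133a-3p did go opposite ways. With ATF4 their log2 fold changes were 5.37 and 1.21. On knockdown at day 0 they fell from 219.7 to 119.3 CPM and from 419.5 to 46.36 CPM. With 1 miRNA per cluster the correlation was 0.47, and without the trend on hairpin GC content and expression 0.40. These argue against a few clusters and hairpin GC content as the whole cause. A shift along differentiation cannot be told apart. The correlation was 0.41 with the change of shPerk cells over 3 days held fixed, but that change shares the day 0 shPerk library with the knockdown change. The change of shNC cells over 3 days had correlations of 0.55 with the ATF4 change and 0.40 with the day 0 knockdown change, with which it shares a library. Unchanged simulated libraries that share this control gave mean Pearson correlations of 0.47 to 0.49, which the 0.40 does not exceed. They held no true changes, which would weaken the part due to the shared control, so this does not decide whether a relation exists. The median on knockdown at day 0 was 0.99 for the miRNAs higher in differentiation (31 of 62 called higher and 7 lower). The shared control alone gave means of 0.26 with counting noise only, 0.48 at a coefficient of variation of 0.2 and 0.97 at 0.4. Whether the median of the raised miRNAs goes beyond the shared control therefore depends on the spread assumed. The median was -0.97 for the miRNAs lower in differentiation (36 of 84 called lower and 0 higher). It lay below each simulated mean of -0.17, -0.34 and -0.55, whose spread between repeats is not given. Differences between the lines were not tested, and the direction could have sources other than PERK or ATF4. At day 3 the correlation was 0.38.

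The myogenesis-associated miRNAs rose in PERK knockdown cells from day 0 to day 3, with a median log2 fold change of 2.12 over 9 miRNAs, 7 called higher and 1 lower. Members differed between the lines. The log2 fold change was 5.13 in shPerk cells against 6.56 in shNC cells for miR-1a-3p, 3.46 against 5.84 for miR-133a-5p, 2.40 against 3.22 for miR-133a-3p, 1.81 against 2.29 for miR-133b-3p, 0.75 against 1.05 for miR-128-3p and -1.44 against -0.0059 for miR-128-1-5p. It was larger in shPerk cells for miR-206-3p (2.87 against 2.14), miR-133b-5p (2.12 against 1.53) and miR-206-5p (1.25 against 0.71). The differences between lines were not tested. The lowest median over the 4 scalings was 1.76. These values argue against a complete block of induction and against scaling, and leave a weaker induction of some members open. On knockdown at day 0 the list was already lower, with a median of -1.94 over 10 miRNAs, 8 called lower. The knockdown may act on the level before induction, a hypothesis from the same data. In P19 cells 5 of the list were listed, with a median of 1.15 and 3 called higher.

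The X-linked miRNAs were also higher on knockdown at day 0 (median 4.00 over 27 miRNAs, all 27 called higher), in ATF4 cells (1.14 over 14, with 8 called higher) and on knockdown in P19 cells (1.47 over 16, with 12 called higher). In differentiation the median was -0.013 over 16 in shNC cells and 0.74 over 28 in shPerk cells. With 1 miRNA per pair of counts the day 3 knockdown median was 4.93 over 24 miRNAs, which argues against shared reads as the whole cause. The 55 other miRNAs with each locus on the X chromosome had a median of -1.08, with 1 called higher and 29 lower, which argues against a rise of all miRNAs of the chromosome. No biological explanation was tested.

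The Sfmbt2 list has members with identical values. Its median was 0.87 at day 3 on knockdown (52 miRNAs, 21 called higher and 3 lower), 0.37 at day 0 (46, 3 and 3), 0.34 in differentiation of shNC cells (46, 3 and 0), 1.02 in shPerk cells (52, 24 and 3), 1.49 in ATF4 cells (47, 35 and 1) and 0.08 in P19 cells (64, 2 and 0). Of the Dlk1-Dio3 list, 3 miRNAs were listed in the ATF4 experiment, with a median of -0.72.

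6 miRNAs were called in opposite directions at day 0 and day 3 on knockdown. They were chosen after their values were seen. They are miR-335-3p (log2 fold changes 3.18 and -1.67), miR-3963 (1.48 and -1.15), miR-449c-5p (1.55 at day 0), miR-1981-5p (-1.31 and 1.36), miR-455-5p (-1.08 and 2.07) and miR-704 (-1.11 and 1.18). miR-449c-5p had 26 reads in the shNC and 2 reads in the shPerk library at day 3.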
